# Base editing-mediated one-step inactivation of the *Dnmt* gene family reveals critical roles of DNA methylation during mouse gastrulation

**DOI:** 10.1038/s41467-023-38528-z

**Published:** 2023-05-22

**Authors:** Qing Li, Jiansen Lu, Xidi Yin, Yunjian Chang, Chao Wang, Meng Yan, Li Feng, Yanbo Cheng, Yun Gao, Beiying Xu, Yao Zhang, Yingyi Wang, Guizhong Cui, Luang Xu, Yidi Sun, Rong Zeng, Yixue Li, Naihe Jing, Guo-Liang Xu, Ligang Wu, Fuchou Tang, Jinsong Li

**Keywords:** Genetic engineering, Development, Gastrulation, DNA methylation

## Abstract

During embryo development, DNA methylation is established by DNMT3A/3B and subsequently maintained by DNMT1. While much research has been done in this field, the functional significance of DNA methylation in embryogenesis remains unknown. Here, we establish a system of simultaneous inactivation of multiple endogenous genes in zygotes through screening for base editors that can efficiently introduce a stop codon. Embryos with mutations in *Dnmts* and/or *Tets* can be generated in one step with IMGZ. *Dnmt*-null embryos display gastrulation failure at E7.5. Interestingly, although DNA methylation is absent, gastrulation-related pathways are down-regulated in *Dnmt*-null embryos. Moreover, DNMT1, DNMT3A, and DNMT3B are critical for gastrulation, and their functions are independent of TET proteins. Hypermethylation can be sustained by either DNMT1 or DNMT3A/3B at some promoters, which are related to the suppression of miRNAs. The introduction of a single mutant allele of six miRNAs and paternal *IG*-DMR partially restores primitive streak elongation in *Dnmt*-null embryos. Thus, our results unveil an epigenetic correlation between promoter methylation and suppression of miRNA expression for gastrulation and demonstrate that IMGZ can accelerate deciphering the functions of multiple genes in vivo.

## Abstract (web summary)

The role of DNA methylation in early embryo development has been difficult to determine due to the functional redundancy of DNA methyltransferases. Here they develop an efficient base editing system that enables one-step generation of *Dnmt*-null embryos and show that DNA methylation-related miRNA suppression may be involved in gastrulation.

## Introduction

DNA methylation of the fifth carbon of cytosines (5mC) is dynamically erased and re-established during mouse pre- and post-implantation development^1–3^. After fertilization, global 5mC in sperm and oocytes established during gametogenesis is gradually erased in the resultant embryos through TET-mediated active demethylation and DNA replication-mediated passive demethylation, reaching a low point at the blastocyst stage^4,5^. Notably, de novo DNA methylation by DNMT proteins also occurs amid global demethylation and is subjected to TET-mediated DNA demethylation in zygotes^6^. Subsequently, de novo methylation mediated by DNMT3A and DNMT3B occurs, and the developing embryo regains adult levels of methylation during gastrulation, which then preserves through cell divisions by DNMT1 and determines the lineage specification^7,8^. Mouse embryos carrying DNMT1 or DNMT3A/3B mutants have been generated and displayed embryonic lethality at mid-gestation, demonstrating their essential roles in early embryonic development^7,8^. However, although *Dnmt*-null ESCs and trophoblastic stem cells lacking DNA methylation have been generated and have shown normal self-renewal ability^9,10^, *Dnmt*-null embryos have not been achieved, largely owing to the difficulties in establishing the complex breeding system using germline-specific conditional knockout parents. Therefore, the developmental functions of DNA methylation in mouse embryogenesis remain to be determined.

Recently, CRISPR-Cas9-mediated base editing (BE) has been established by combining Cas9 nickase with cytosine deaminase enzyme and uracil glycosylase inhibitor that enables genome rewriting at specific sites through C>T or G>A base replacement^11^. Compared with conventional CRISPR-Cas9-mediated genome editing, the mutations caused by BEs are more precise and controllable^12^. Meanwhile, BE system is an ideal tool to silence genes by introducing premature stop codons (CAA, CAG, CGA, TGG to TAA, TAG, TGA, TAA, respectively) in cultured cells^13,14^. Moreover, BEs can disrupt the targeted genes in the resultant mice through direct injection into zygotes^15,16^. Recently, Liu et al. reported that zygote injection of the BE3 could be employed to produce triple gene knock-out mice^17^. We thus propose that we might use BE3 to investigate the developmental functions of DNA methylation through the simultaneous inactivation of *Dnmt1*, *Dnmt3a*, and *Dnmt3b*. However, two sgRNAs per gene have been used in their system, leading to complex genotypes in the resultant embryos^17^. Meanwhile, since several different BE systems have been developed in past years^18,19^, it is necessary to reveal the most efficient one for producing embryos with multiple knockout genes in one step by comparison studies.

In this work, we screen for the most efficient cytosine base editors from six available systems, and identified that hA3A-eBE3-Y130F can efficiently introduce a stop codon at the targeted site through zygote injection. We next establish an IMGZ (inactivation of multiple genes in zygotes) system based on hA3A-eBE3-Y130F to efficiently generate embryos with multiple mutant genes between *Tet* and *Dnmt* family genes. With these mutant embryos, we discover the critical roles of *Dnmt* family genes on embryo gastrulation by regulating the dosage of miRNAs, which are independent of TET proteins.

## Results

### Screening for a BE with the highest mutation rate in zygotes

To efficiently induce stop-codon mutations in mouse embryos, we sought to identify CRISPR-based base editor (BE) with the highest efficiency from six available systems, including BE3, Gam-BE4, hA3A-BE3-Y130F, hA3A-eBE3-Y130F, X-BE3, and X-BE4 (Supplementary Fig. 1a)^20–22^. We first injected mRNA of one of the BE systems and an sgRNA targeting the *Oct4*-*EGFP* transgene into zygotes to introduce a premature stop codon in *EGFP* transgene, according to an established protocol (Fig. 1a, b)^16^. The results showed that hA3A-eBE3-Y130F^22^ led to the most efficient C to T conversion (~90%) in the resultant blastocysts among all tested BE systems, with a higher ratio of homozygous mutation and fewer side-products (Fig. 1c–e; Supplementary Fig. 1b and Supplementary Data 1). We also tested these BEs at an endogenous gene site of crystallin gamma C (*Crygc*) and observed similar results (Supplementary Fig. 1c-g and Supplementary Data 1). We further optimized the injection condition and found that 100 ng/μl of hA3A-eBE3-Y130F and sgRNA respectively resulted in the highest editing efficiency and fewer side effects (Supplementary Fig. 1h-k and Supplementary Data 1). Finally, GOIT (genome-wide off-target analysis by two-cell embryo injection)^23^ analysis of three endogenous genes (*Tyr*, *Crygc*, and *Dnmt3a*) indicated that hA3A-eBE3-Y130F induced minor and random off-target mutations caused by deaminase enzyme activity (Fig. 1f–h; Supplementary Fig. 2, 3 and Supplementary Data 2) as other BE systems reported previously^23,24^.

**Fig. 1:**
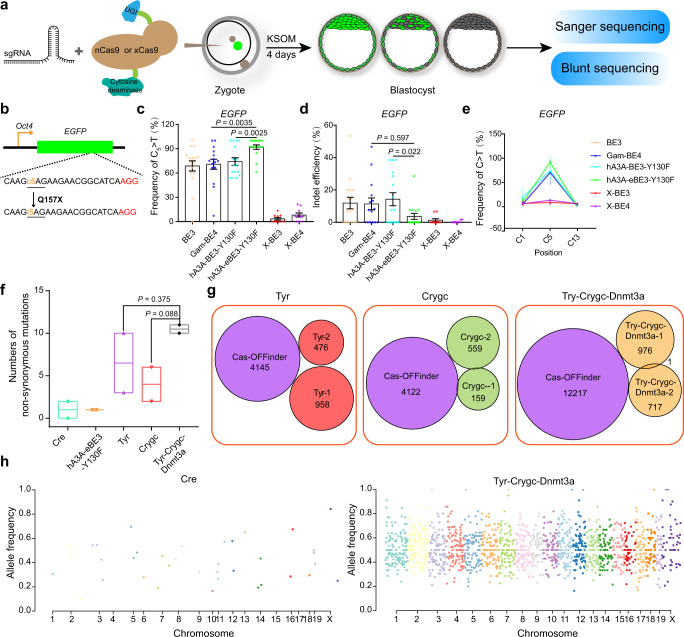
Screening for a highly efficient base editor and analyzing its off-target effects. **a** Schematic diagram of screening for highly efficient base editors that induce homozygous stop codons in early embryos through direct injection into zygotes. KSOM, embryo culture medium. **b** The target sequence in *EGFP*. The PAM sequence and the intended mutant bases are shown in red and yellow, respectively. **c, d, e** Statistical analysis of on-target C-to-T base conversion (**c**), indels (**d**) and adjacent site mutation (**e**) induced by BE3, Gam-BE4, hA3A-BE3-Y130F, hA3A-eBE3-Y130F, X-BE3, and X-BE4 in *EGFP*. Data are mean ± s.e.m for the indicated numbers of blastocysts. Detailed data are shown in Supplementary Data 1. *P* values were determined by Student’s unpaired two-sided *t*-test. **f** Number of nonsynonymous mutations detected in E11.5 embryos from five groups. Floating bars show minima to maxima from two biological replicates. *P* values were determined by Student’s unpaired two-sided *t*-test; Lists of nonsynonymous off-target mutations are presented in Supplementary Data 2. **g** Analysis of SNVs detected in two E11.5 embryos with mutant *Tyr*, *Crygc*, or/and *Dnmt3a* by GOIT and off-targets predicted by Cas-OFFinder based on *Tyr*-sgRNA, *Crygc*-sgRNA, and *Dnmt3a*-sg3, indicating no overlapped sites caused by hA3A-eBE3-Y130F. The numbers present the predicted off-target sites or detected SNVs. **h** The Manhattan plot shows the distribution of all off-target mutations of different groups (Cre and Try-Crygc-Dnmt3a) in the genome. The abscissa is the location of the mutations on the chromosome, and the ordinate is the frequency of each mutation. Each point presents a mutation (SNV or indel), and the different colors indicate different chromosomes. Source data are provided as a Source Data file.

### One-step production of embryos with multiple mutated genes

We next attempted to establish a protocol based on hA3A-eBE3-Y130F to induce the inactivation of multiple endogenous genes in zygotes in one step (IMGZ). Previous studies have shown that sgRNA per se determines the editing efficiency^25,26^. To obtain sgRNAs with a high editing efficiency, we first developed a website (named Base-Editor) to design suitable sgRNAs for introducing premature stop codons in a targeted gene (Supplementary Fig. 4a). We next tested the efficiency of IMGZ by simultaneous inactivation of *Tet* family genes in zygotes (Fig. 2a). Three candidate sgRNAs for each gene that may introduce a stop-codon mutation and induce minimal off-target effect predicted by Base-Editor were selected for zygote injection (Supplementary Fig. 4b). The injected zygotes developed to the blastocyst stage, which were then used for mutation efficiency analysis (Supplementary Fig. 4c-e). The most efficient sgRNAs (i.e., Tet1-sg3, Tet2-sg1, and Tet3-sg2, respectively) were then mixed for zygote injection (Fig. 2a, b and Supplementary Data 4).

**Fig. 2:**
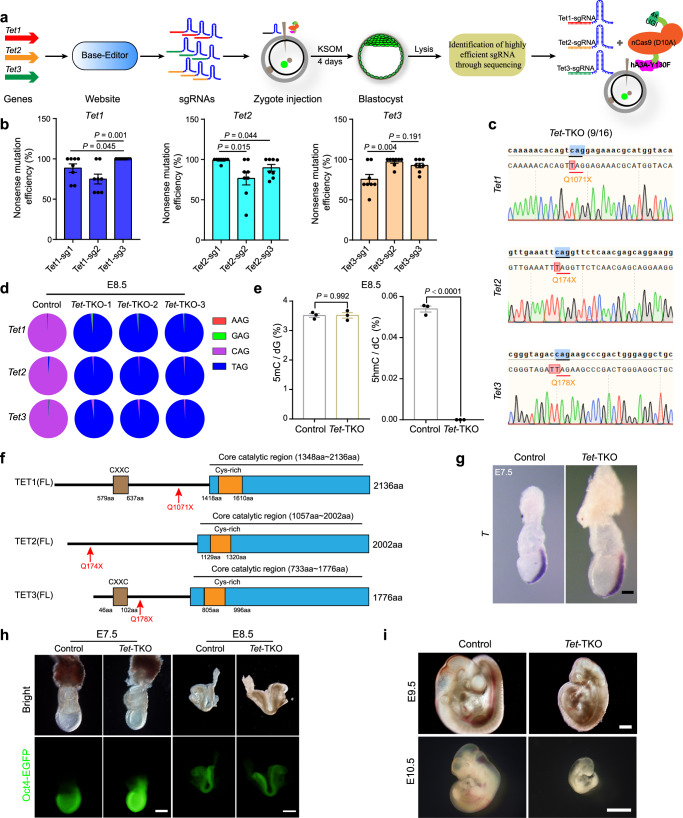
Establishment of the IMGZ system. **a** Schematic diagram of the IMGZ system for inactivation of multiple genes in one step in embryos. **b** The editing efficiency of on-target C-to-T base conversion induced by different sgRNAs in *Tet1*, *Tet2*, and *Tet3*. Detailed data are presented in Supplementary Data 4. Data are mean ± s.e.m for the indicated numbers of blastocysts. *P* values were determined by Student’s unpaired two-sided *t*-test. **c** Representative Sanger sequence chromatograms of one *Tet1/2/3*-TKO blastocyst. 9 of 16 checked blastocysts show homozygous mutant chromatograms. **d** Deep sequencing analysis of genome mutant sites of one control and three *Tet1/2/3*-TKO embryos (E8.5). The results indicated the conversion of CAG codon of *Tet1/2/3* into TAG stop codon in resultant embryos. **e** Frequencies of 5mC and 5hmC modified nucleotides in the genomic DNA of control and *Tet1/2/3*-TKO embryos (E8.5) were determined by quantitative mass spectrometry. Data are mean ± s.e.m of three biological replicates. *P* values were determined by Student’s unpaired two-sided *t*-test. **f** Domain structure of full‑length TET1, TET2, and TET3 proteins. The red arrows indicate amino acid mutation sites produced by the sgRNAs with the highest base conversion efficiency. **g** RNA in situ hybridization of *T* (also known as brachyury, a primitive streak marker) in the control and *Tet*-TKO embryos (E7.5). Three independent embryos were analyzed for each group. Scale bar, 100 μm. **h** Representative images of IMGZ-derived control and *Tet*-TKO embryos at E7.5 and E8.5. Green fluorescence indicates the expression of *Oct4-EGFP*. Three independent embryos were analyzed for each group. Scale bar, 200 μm in the left panel and 500 μm in the right panel. **i** Representative images of control and *Tet*-TKO embryos at E9.5 and E10.5 generated by the IMGZ system. Green fluorescence indicates the expression of *Oct4-EGFP*. Three independent embryos were analyzed for each group. Scale bars, 500 μm in the up panel and 2 mm in the down panel. Source data are provided as a Source Data file.

As expected, injected zygotes developed into blastocysts normally (Supplementary Fig. 4f). Strikingly, Sanger and Blunting sequencing analyses showed that 9 of 16 tested blastocysts (56.3%) carried homozygous premature mutation at the three targeted sites (thus termed *Tet*-TKO embryos) (Fig. 2c and Supplementary Fig. 4g). The Next-Generation Sequencing (NGS) of E8.5 *Tet*-TKO embryos further confirmed the high C-T conversion efficiency in the resultant embryos (Fig. 2d and Supplementary Data 5). Liquid chromatography-mass spectrometry (LC-MS) showed undetectable 5-hydroxymethylcytosine (5hmC) signals in *Tet*-TKO embryos (Fig. 2e), indicating that premature stop mutants of *Tet1/2/3* disrupted the activity of dioxygenases (Fig. 2f and Supplementary Data 3). Interestingly, we found that embryos with mutant *Tet1/2/3* could form the primitive streak at E7.5 and reach the early somite stage with recognizable headfolds and heart at E8.5 (Fig. 2g, h). However, *Tet*-TKO embryos showed retardation at E9.5 and degeneration at E10.5 (Fig. 2i). These findings suggested that zygotic inactivation of TET enzymes leads to mid-gestation embryonic lethality, which is distinct from severe gastrulation failure of germline conditional *Tet*-TKO embryos^27^. Given that maternal TET3 is involved in active demethylation in the pronucleus of zygotes and has been removed in oocytes for producing conditional germline knock-out embryos^6,28,29^, these results together indicate that the maternal TET-mediated active demethylation in zygotes is critical for embryo gastrulation. Interestingly, a recent study shows that removing TET proteins at E7.5 also leads to mid-gestation embryonic lethality^30^, a phenotype similar to IMGZ-derived *Tet*-TKO embryos in our study. These data demonstrate that the IMGZ system could inactivate multiple genes in mouse embryos simultaneously without disrupting maternal factors, providing a method for unveiling the functions of multiple genes in embryogenesis.

### *Dnmt*-null embryos display gastrulation defects

We next attempted to reveal the function of DNA methylation during embryogenesis using *Dnmt*-null embryos generated by IMGZ. Preselection analysis identified that Dnmt1-sg1, Dnmt3a-sg3, and Dnmt3b-sg2 induced the highest efficiency of base conversion at the targeted sites, which may cause the loss of methyltransferase activity theoretically (Fig. 3a, b; Supplementary Fig. 5a and Supplementary Data 4). We first obtained *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos by injecting Dnmt1-sg1 or both Dnmt3a-sg3 and Dnmt3b-sg2 into zygotes. Western blot showed that DNMT1 or DNMT3A/3B was disrupted in these embryos (Fig. 3c). As expected, *Dnmt1* or *Dnmt3a/3b* knockout embryos significantly decreased 5mC and 5hmC signals, but demethylation of imprinting regions occurred only at *Dnmt1*-KO embryos (Fig. 3d; Supplementary Fig. 5b and Supplementary Data 3). Morphological results showed that *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos underwent normal gastrulation but were arrested at E8.5, with abnormal structure at E9.5 and almost degeneration at E10.5, which are consistent with previous studies (Fig. 3e, f and Supplementary Fig. 5c)^7,8,31^.

**Fig. 3:**
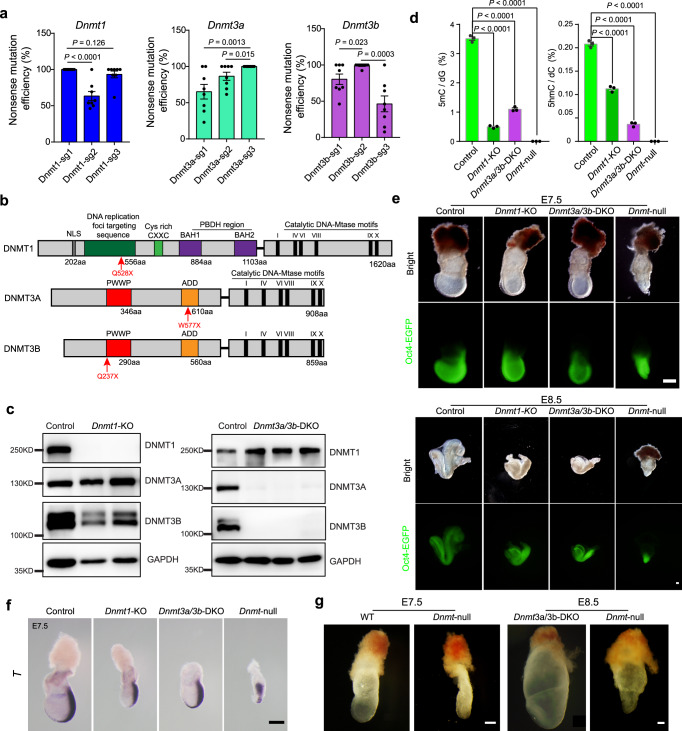
One-step inactivation of *Dnmt1/3a/3b* mediated by IMGZ reveals critical roles of DNA methylation in mouse gastrulation. **a** The editing efficiencies of on-target C-to-T base conversion induced by different sgRNAs in *Dnmt1*, *Dnmt3a*, and *Dnmt3b*. Detailed data are presented in Supplementary Data 4. Data are mean ± s.e.m for the indicated numbers of blastocysts. *P* values were determined by Student’s unpaired two-sided *t*-test. **b** Domain structure of full‑length DNMT1, DNMT3A, and DNMT3B proteins. The red arrows indicate the amino acid mutation site produced by the sgRNAs with the highest base conversion efficiency. **c** Expression of DNMT1, DNMT3A, and DNMT3B in *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos. GAPDH is the control. Proteins were obtained from E9.5 embryo lysis. Two control, two *Dnmt1*-KO, and three *Dnmt3a/3b*-DKO embryos were analyzed. **d** Frequencies of 5mC and 5hmC modified nucleotides in the genomic DNA of control, *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null embryos (E8.5) were determined by quantitative mass spectrometry. Data are mean ± s.e.m of three biological replicates. *P*-values were determined by Student’s unpaired two-sided *t*-test. **e** Representative images of IMGZ-derived control, *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null embryos at E7.5 and E8.5, showing developmental retardation at E7.5 in *Dnmt*-null embryos. Green fluorescence indicates the expression of *Oct4-EGFP*. Three independent embryos were analyzed for each group. Scale bars, 200 μm. **f** RNA in situ hybridization of *T* in the control, *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null embryos (E7.5), showing primitive streak elongation failure in *Dnmt*-null embryos. Three independent embryos were analyzed for each group. Scale bar, 100 μm. **g** Representative images of E7.5 and E8.5 *Dnmt*-null embryos obtained through crossing germline-specific conditional knockout parents. Scale bars, 200 μm. Three independent embryos were analyzed for each group. Source data are provided as a Source Data file.

We then co-injected three sgRNAs into zygotes to produce *Dnmt*-null embryos (Fig. 3b). Consistently, injected embryos developed into blastocysts normally, and IMGZ could introduce a stop codon into *Dnmt* genes efficiently (11 of 16 analyzed blastocysts were *Dnmt*-null) (Supplementary Fig. 5d-f). After transplantation into recipient females, *Dnmt*-null embryos were morphologically indistinguishable from control embryos at E6.5, suggesting that DNMT enzymes may not be essential for egg cylinder formation (Supplementary Fig. 5d and Supplementary Data 5). However, by E7.5, the *Dnmt*-null embryos showed obvious developmental abnormalities and primitive streak elongation failure, indicating that DNA methylation is critical for embryo gastrulation (Fig. 3e, f). LC-MS analysis indicated that both 5mC and 5hmC signals were almost zero in *Dnmt*-null embryos (Fig. 3d). These observations were confirmed by *Dnmt*-null embryos derived through mating germline-specific knockout parents (*Dnmt1*^*f/+*^*Dnmt3a*^*f/-*^*Dnmt3b*^*f/-*^; *Stra8-Cre*♂ x *Dnmt1*^*f/-*^*Dnmt3a*^*f/-*^ *Dnmt3b*^*f/-*^; *Zp3-Cre*♀) (Fig. 3g and Supplementary Fig. 5g, h). Taken together, these data demonstrate that DNMT-mediated DNA methylation is critical for gastrulation and retention of DNMT1 or DNMT3A/3B can ensure the occurrence of gastrulation.

### Downregulation of gastrulation pathways in *Dnmt*-null embryos

We next analyzed the transcriptomic changes caused by *Dnmt* mutations by dissecting extraembryonic ectoderm (Exe) and epiblast (Epi) of E6.5 and E7.5 embryos with different mutations (including *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null) for RNA-seq (Fig. 4a). The results showed that all Epi samples including controls and embryos with different mutants were clustered together, but separated from Exe samples which were also exclusively clustered together (Fig. 4b), indicating that the transcriptome differences between all samples are mainly caused by their different lineage origins. Expectedly, the key signal pathways that control gastrulation and primitive streak formation in mice^32–35^ were misregulated in *Dnmt*-null embryos (Supplementary Fig. 6a). Meanwhile, the marker genes involved in the primitive streak formation and germ layer determination were also aberrant in *Dnmt*-null embryos (Supplementary Fig. 6b). Moreover, the global germ-layer enhancer-related genes for ectoderm, mesoderm, and definitive endoderm^36^ showed misregulation in *Dnmt*-null Epi compared to both *Dnmt1*-KO and *Dnmt3a/3b*-DKO samples at E7.5 (Supplementary Fig. 7a-c).

**Fig. 4:**
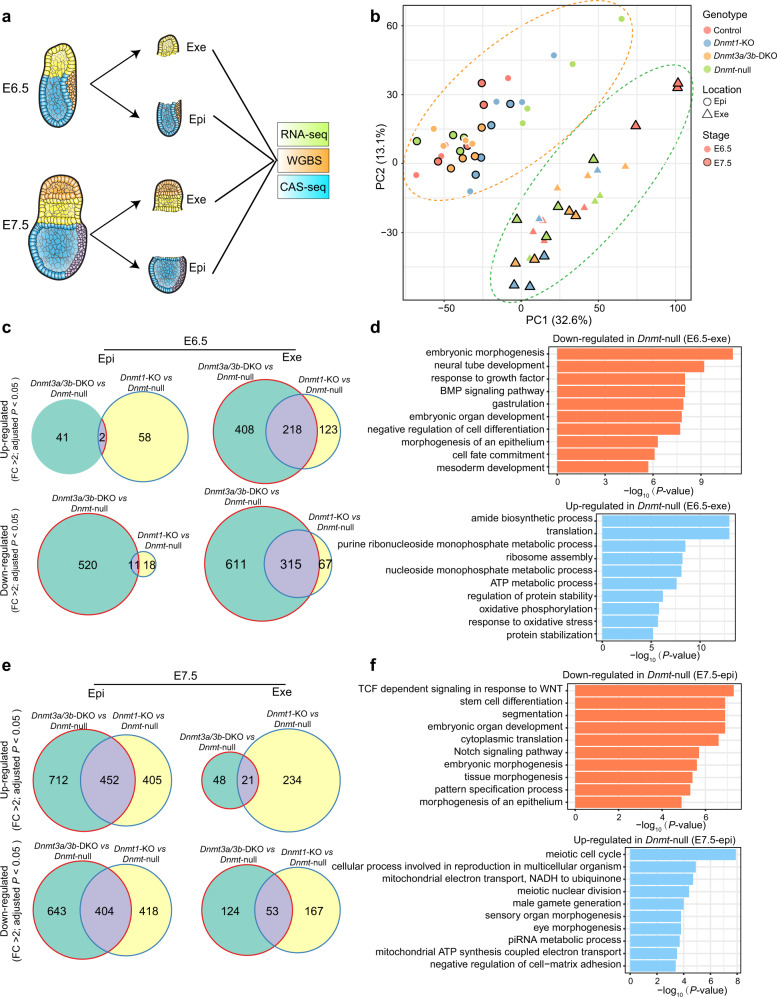
Transcriptome analysis of *Dnmt* mutant embryos. **a** Schematic diagram of collecting Exe and Epi at E6.5 or E7.5 for RNA sequencing (RNA-seq), whole genome bisulfite sequencing (WGBS), and Cas9-assisted small RNA-sequencing (CAS-seq). Exe, extraembryonic ectoderm; Epi, epiblast. **b** Principal component analysis (PCA) of RNA-seq data from E6.5 and E7.5 embryos with different mutations. **c** Venn diagrams show up-regulated and down-regulated differentially expressed genes (DEGs) in *Dnmt1*-KO and *Dnmt3a/3b*-DKO compared to *Dnmt*-null of Exe and Epi at E6.5. *P*-values were calculated by Deseq2. **d** Enriched Gene Ontology terms of overlapped down-regulated (up) and up-regulated (down) DEGs (*Dnmt*-null *vs Dnmt1*-KO and *Dnmt*-null *vs Dnmt3a/3b*-DKO) in E6.5 *Dnmt*-null Exe related to (**c**). *P* values were calculated by Metascape. **e** Venn diagrams show up-regulated and down-regulated DEGs in *Dnmt1*-KO and *Dnmt3a/3b*-DKO compared to *Dnmt*-null of Exe and Epi at E7.5. *P* values were calculated by Deseq2. **f** Enriched Gene Ontology terms of overlapped down-regulated (up) and up-regulated (down) DEGs (*Dnmt*-null *vs Dnmt1*-KO and *Dnmt*-null *vs Dnmt3a/3b*-DKO) in E7.5 *Dnmt*-null Epi related to (**e**). *P* values were calculated by Metascape. Source data are provided as a Source Data file.

We next investigated the common differentially expressed genes (DEGs) in *Dnmt*-null embryos compared to both *Dnmt1*-KO and *Dnmt3a/3b*-DKO and found that pathways mainly involved in post-implantation development and metabolism were disrupted in *Dnmt*-null embryos (Fig. 4c–f). Surprisingly, the affected pathways related to gastrulation were down-regulated in *Dnmt*-null embryos (Fig. 4c–f). Interestingly, we observed that germline-related genes were further de-repressed in E7.5 *Dnmt*-null Epi compared to *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos (Fig. 4f), which is consistent with recent findings which report that the silencing of these genes during post-implantation stages are mainly regulated by DNA methylation^31,37^. In contrast to our knowledge that DNA demethylation may cause gene up-regulation, gastrulation-related pathways are down-regulated in *Dnmt*-null embryos, suggesting that other factors associated with DNA methylation are involved in this suppression.

### DNA methylation underlies gastrulation

Given that oxidation of 5-methylcytosine by the TET family of dioxygenases can lead to demethylation^4,5^, it is interesting to investigate the functional significance of both cytosine methylation and demethylation in mouse embryogenesis by producing *Tet/Dnmt*−6KO embryos through IMGZ. To achieve this, we first obtained methylation/demethylation free (*Tet/Dnmt*−6KO) embryos through co-injection of six sgRNAs targeting *Dnmt1/3a/3b* and *Tet1/2/3* with the highest mutation efficiency respectively into zygotes (Supplementary Fig. 8a). The results showed that *Tet/Dnmt*−6KO embryos exhibited normal pre-implantation development (4 of 24 analyzed blastocysts were *Tet/Dnmt*−6KO) (Supplementary Data 6), formed normal egg cylinders at E6.5, and displayed severely developmental defects at E7.5 (Fig. 5a; Supplementary Fig. 8b, c and Supplementary Data 7). Besides, we found that the areas of epiblast and the primitive streak of *Dnmt*-null and *Tet/Dnmt*−6KO were similar, but both were smaller than control embryos at E7.5 (Supplementary Fig. 8d-f). These results showed that *Dnmt*-null and *Tet/Dnmt*−6KO embryos are overall similar, suggesting that TET’s functions during embryonic development are dependent on DNA methylation.

**Fig. 5:**
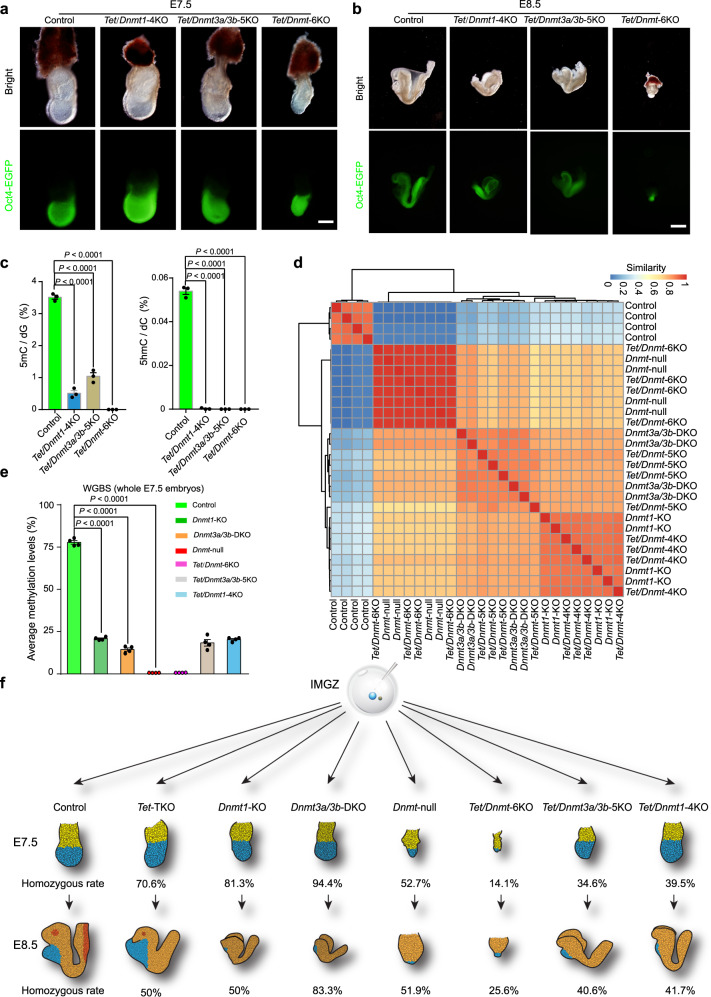
DNA methylation is involved in gastrulation independent of DNA demethylation. **a, b** Representative images of IMGZ-derived E7.5 (**a**) and E8.5 (**b**) embryos carrying *Tet1/2/3*;*Dnmt1*−4KO, *Tet1/2/3*;*Dnmt3a/3b*−5KO, or *Tet1/2/3*;*Dnmt1/3a/3b*−6KO. Green fluorescence indicates the expression of *Oct4-EGFP*. Three independent embryos were analyzed for each group. Scale bars, 200 μm in (**a**) and 500 μm in (**b**). **c** Frequencies of 5mC and 5hmC modified nucleotides in the genomic DNA of control, *Tet1/2/3*;*Dnmt1*−4KO, *Tet1/2/3*;*Dnmt3a/3b*−5KO, and *Tet1/2/3*;*Dnmt1/3a/3b*−6KO embryos (E8.5) were determined by quantitative mass spectrometry. Data are mean ± s.e.m of three biological replicates. *P*-values were determined by Student’s unpaired two-sided *t*-test. **d** Heatmap shows the similarity of WGBS data between different mutant embryos. The similarity between samples was defined as min-max normalized Euclidean distance reduced by 1. **e** Bar plots represent the average CG methylation level of whole embryos (E7.5) with different mutations measured by WGBS. Data are mean ± s.e.m of four biological replicates. *P*-values were determined by Student’s unpaired two-sided *t*-test. **f** Summary of phenotypes observed in E7.5 and E8.5 embryos carrying different mutant *Dnmt* and *Tet* genes generated by IMGZ. Detailed data of homozygous mutants are presented in Supplementary Data 6. Source data are provided as a Source Data file.

Interestingly, when *Dnmt1* or *Dnmt3a/3b* are intact, *Tet/Dnmt3a/3b*−5KO or *Tet/Dnmt1*−4KO embryos exhibited normal gastrulation but failed to develop through E8.5, the phenotypes similar to those observed in corresponding *Dnmt3a/3b*-DKO and *Dnmt1*-KO embryos (Fig. 5a, b; Supplementary Fig. 8a, g and Supplementary Data 7). Moreover, LC-MS analysis indicated that while 5hmC signals vanished in both *Tet/Dnmt3a/3b*−5KO and *Tet/Dnmt1*−4KO embryos, 5mC signals in the *Tet/Dnmt1-*4KO and *Tet/Dnmt3a/3b-*5KO embryos appeared similar to those in the *Dnmt1*-KO and *Dnmt3a/3b*-DKO (0.51% *vs* 0.49% and 1.04% *vs* 1.10%), respectively, suggesting that the DNA methylation protected by DNMT1 or DNMT3A/3B is independent of TET proteins (Figs. 3d, 5c and Supplementary Data 3). Further, whole genome bisulfite sequencing (WGBS) analysis showed that the resultant E7.5 embryos with the same *Dnmt* mutations with/without *Tet*-TKO were tightly clustered together (Fig. 5d). The average CG methylation level dropped from 77.8% in controls to around 20% in single or double *Dnmt* mutants with/without *Tet*-TKO (Fig. 5e and Supplementary Data 8). These results suggest that there are methylated sites in the genome maintained by DNMT1 or DNMT3A/3B that may be involved in the embryo gastrulation, which is not associated with DNA demethylation mediated by TET proteins (Fig. 5f).

### miRNA promoter methylation may be related to gastrulation

We next sought to investigate the common genomic sites methylated either by DNMT1 or DNMT3A/3B that may underlie the downregulation of gastrulation-related pathways in *Dnmt*-null embryos. WGBS analysis of Epi and Exe showed dramatically decreased methylation levels in both Epi and Exe of *Dnmt1* or *Dnmt3a/3b* while almost zero in *Dnmt*-null embryos (Fig. 6a and Supplementary Data 8). Meanwhile, samples with the same mutant type tightly clustered together (Supplementary Fig. 9a). Interestingly, E6.5 and E7.5 *Dnmt3a/3b*-DKO samples were much closer to control blastocysts, suggesting that the DNMT1 can sustainably maintain DNA methylation remained in blastocysts to the late-stage embryos (Supplementary Fig. 9a)^38^. Meanwhile, E6.5 and E7.5 *Dnmt1*-KO samples were much closer to E5.5 and E6.5 control samples, suggesting that de novo methylation mediated by DNMT3A/3B plays critical roles after the blastocyst stage, consistent with previous observations that DNMT3A/3B are responsible for methylation acquisition in embryonic development^7,31^.

**Fig. 6:**
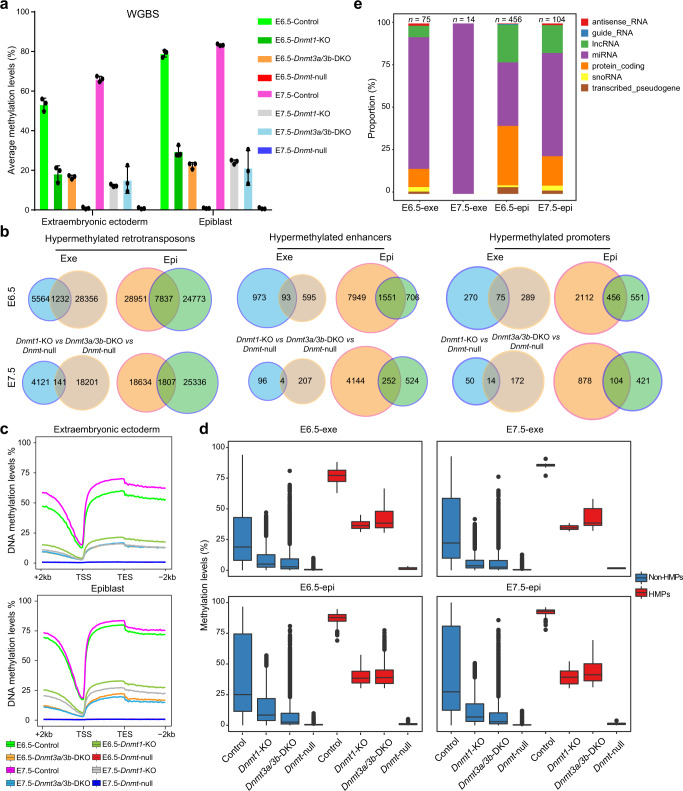
Overlapped hypermethylated promoters mediated by DNMT1 and/or DNMT3A/3B are related to embryo gastrulation. **a** Bar plots represent the average CG methylation level of Exe and Epi measured by WGBS in four groups (control, *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null embryos). Data are mean ± s.e.m of three biological replicates. **b** Venn diagrams show overlapped hypermethylated retrotransposons, enhancers, and promoters between *Dnmt1*-KO *vs Dnmt*-null and *Dnmt3a/3b*-DKO *vs Dnmt*-null in Exe and Epi of E6.5 and E7.5. **c** Average DNA methylation levels in the gene body and an additional 2kb flanking regions in four genotypes of Exe and Epi at E6.5 and E7.5. TSS, transcription start site; TES, transcription end site. **d** Box plots show promoter methylation levels of overlapped hypermethylated promoters (HMPs) and non-HMPs in embryos with different mutants. HMPs are overlapped HMPs shown in (**b**); Non-HMPs are other promoters besides the HMPs. The central lines are the median of data. The lower and upper hinges correspond to the 25th and 75th percentiles. The end of the lower and upper whiskers are 1.5 * IQR (inter-quartile range). Data beyond the end of the whiskers are plotted as outliers. **e** Bar plots show the composition of genes related to overlapped HMPs in Exe and Epi at E6.5 and E7.5 shown in (**b**). *n*, the number of overlapped HMPs. Source data are provided as a Source Data file.

We next analyzed the methylation changes in all genomic components, including promoters, enhancers, exons, introns, intragenic regions, intergenic regions, CpG islands (CGIs), and transposable elements (TEs). As expected, inactivation of *Dnmt1* or *Dnmt3a/3b* induced global reduction of DNA methylation across all genomic sequences in *Dnmt1*-KO or *Dnmt3a/3b*-DKO embryos, respectively (Supplementary Fig. 9b). Given that the methylation levels of TEs, enhancers, and promoters can affect the expression of related elements or genes during early embryonic development^31,36,39^, we thus investigated the patterns of overlapped hypermethylated elements between *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos compared to *Dnmt*-null embryos (Fig. 6b). The results showed obviously increased DNA methylation levels of these overlapped elements in *Dnmt1*-KO compared to those in wild-type blastocysts (Supplementary Fig. 10a-c). Interestingly, we also found that *Dnmt3a/3b*-DKO displayed significantly increased levels of DNA methylation compared to blastocysts (Supplementary Fig. 10a-c), suggesting that DNMT1 may have de novo methylation activity at these sites as shown in recent reports^40,41^, or probably DNMT1 may function more efficiently at maintaining inherited DNA methylation during the absence of DNMT3A/3B proteins. Meanwhile, these common hypermethylated elements mediated by DNMT1 or DNMT3A/3B were mainly distributed at Epi (Fig. 6b), implying critical roles of DNA methylation in Epi development. This may also reflect the differences in DNA methylation patterns between Epi and Exe lineages, in which partially methylated domains (PMDs) span the majority of the genome while the highly methylated genomes in somatic cells^42^. Interestingly, a recent report indicates that de novo DNA methylation mediated by DNMT3B plays an essential role in placental development and function^43^, probably through depositing DNA methylation at these PMDs.

The majority of overlapped hypermethylated TEs were retrotransposons, including LTR, SINE, and LINE families (Supplementary Fig. 11a). RNA-seq analysis indicated that while LTRs were dramatically up-regulated in all mutant samples, which further altered the expression of proximal genes (Supplementary Fig. 11b, c), the common up-regulated LTRs mediated by DNA methylation in *Dnmt*-null compared to *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos slightly influenced proximal genes (Supplementary Fig. 12a-c). Moreover, the affected genes by the overlapped hypermethylated enhancers (HMEs) were mainly related to Epi samples and enriched in organ and tissue development (Supplementary Fig. 12d-f). Taken together, these results suggest that DNA methylation of retrotransposons and enhancers may not be critical for gastrulation.

Given that during peri-implantation DNA methylation in the epiblast is targeted to the promoter of lineage-specific genes^44^, we further characterized the methylation patterns of promoter regions (TSS ± 2kb) in mutant embryos (Fig. 6c). The results showed that both DNMT1 and DNMT3A/3B contributed to DNA methylation at promoters in E6.5/E7.5 embryos (Fig. 6b, c). Interestingly, the overlapped hypermethylated promoters (HMPs) sustained significantly higher DNA methylation compared to non-HMPs in controls, and DNMT1 or DNMT3A/3B could maintain hypermethylation at these loci in *Dnmt1*-KO or *Dnmt3a/3b*-DKO embryos respectively (Fig. 6d). Around 28% of the overlapped HMP-related genes were protein-coding genes; however, there was no obvious correlation between methylation state and gene expression (Fig. 6e and Supplementary Fig. 13a, b). Strikingly, the majority of genes related to these overlapped HMPs were short and lacked CGI in their promoters, including miRNAs (46.7%) and lncRNA (around 18.9%) (Fig. 6e and Supplementary Fig. 13c, d).

### Overexpression of miRNAs is related to gastrulation failure

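Small RNA was sequenced with CAS-seq from dissected Exe and Epi at both E6.5 and E7.5, of embryos that were control, *Dnmt1*-KO, *Dnmt3a/3b*-DKO or *Dnmt*-null. Each genotype has 4 libraries per tissue and stage, except 3 of E7.5 Epi control and 3 of E7.5 Epi *Dnmt*-null, which gives 62 libraries. The deposited values are read counts per mature miRNA without normalization. According to the methods, the authors trimmed the reads with fastp, aligned them to the mouse genome with bowtie and assigned them to the mature miRNAs of miRBase, with a tolerance at the 3′ end. The median total count per library in E6.5 Exe, with the range in brackets, was 147720 (65751 to 202093) in control, 327652 (118027 to 418423) in *Dnmt1*-KO, 166402 (114364 to 232603) in *Dnmt3a/3b*-DKO and 108764 (74927 to 132931) in *Dnmt*-null. In E6.5 Epi, it was 366958 (281158 to 458837) in control, 317567 (152860 to 600821) in *Dnmt1*-KO, 182866 (154977 to 212088) in *Dnmt3a/3b*-DKO and 89736 (45242 to 123169) in *Dnmt*-null. The corresponding totals of E7.5 Exe were 728165 (499399 to 2069678) in control, 891478 (675619 to 1504155) in *Dnmt1*-KO, 1442591 (1310824 to 2394918) in *Dnmt3a/3b*-DKO and 588763 (266379 to 841166) in *Dnmt*-null. For E7.5 Epi, they were 1879270 (1623256 to 2325698) in control, 1084641 (797071 to 1244489) in *Dnmt1*-KO, 1350380.5 (882430 to 1486438) in *Dnmt3a/3b*-DKO and 280116 (272867 to 488108) in *Dnmt*-null. The *Dnmt*-null libraries therefore had the lowest median total in each tissue and stage. A count of 3, at or below which a miRNA was treated as not measured, corresponded to between 1.25 CPM (the count scaled to the library's total, as in edgeR) in the deepest library and 66.3 CPM in the shallowest. The methods describe PCR amplification and no molecular identifiers. Reads of 1 library are then not independent molecules, and limits derived from counts cover the counting error only. Genotypes were compared with the quasi-likelihood test of edgeR on the counts, with 1 model for each tissue and stage.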

We next investigated the profiling of miRNA expression by performing Cas9-assisted small RNA-sequencing (CAS-seq)^45^ on E6.5 and E7.5 of Exe and Epi samples with different mutations (Fig. 4a). The results showed that all samples fell into four groups according to their developmental origins and stages (Supplementary Fig. 14a), suggesting that DNA methylation overall did not affect the miRNA profiling of early embryos. However, DEG analysis showed many significantly upregulated and downregulated miRNAs in *Dnmt*-null embryos compared to other groups (Supplementary Fig. 14b). 

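The 62 libraries were clustered on 1 minus the Pearson correlation of log2 CPM over the 658 miRNAs kept after the low-count filter, with average linkage. Of 4 clusters, 1 held 31 Exe libraries (15 of E6.5 and 16 of E7.5), and another held 29 Epi libraries (15 of E6.5 and 14 of E7.5). The remaining clusters were single libraries, E6.5 Exe *Dnmt1*-KO replicate 3 (293171 counts) and E6.5 Epi *Dnmt*-null replicate 1 (45242 counts, the fewest of the 62). The adjusted Rand index, which is 1 for identical groupings and about 0 for unrelated ones, was 0.471 between the clusters and tissue with stage, and -0.0227 between the clusters and genotype. The alternative that moved the index with tissue and stage most was clustering on all 1337 miRNAs with at least 1 count, which gave -0.00159. With 6 clusters, a number chosen after seeing the data, the index was 0.454. In a PERMANOVA, tissue accounted for 46.3% of the variance, stage for 11.7% and genotype for 9.39%, each with p 0.001, the smallest these permutations can give. Within 1 tissue and stage, a split also chosen after seeing the data, genotype accounted for 22.6% in E6.5 Exe (p 0.119), 32.6% in E6.5 Epi, 38.9% in E7.5 Exe and 64.2% in E7.5 Epi (p 0.001 in each of the other three). The median correlation between libraries was 0.916 within the same genotype, tissue and stage (90 pairs), 0.897 between genotypes of 1 tissue and stage (361 pairs) and 0.826 between tissues or stages (1440 pairs).

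**Figure D1:**
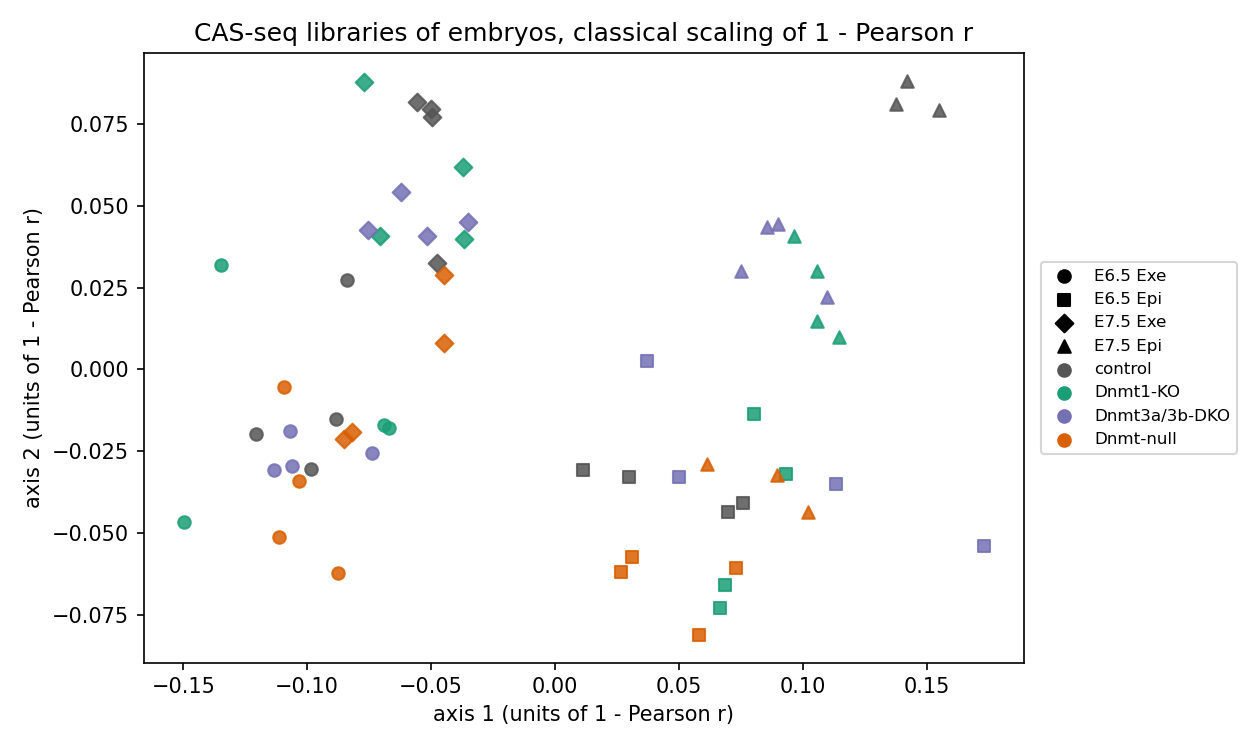
Map of the 62 embryo libraries from classical scaling of 1 minus the Pearson correlation of log2 CPM. Colors mark the genotype and symbols the tissue and stage. The axes are in units of 1 minus the correlation.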

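A miRNA was counted as changed at the paper's thresholds, an absolute log2 fold change above 0.5 and an unadjusted p under 0.05, here from edgeR. In E6.5 Exe, 376 miRNAs were tested in *Dnmt*-null embryos, and 49 (19 higher, 30 lower) passed against controls, 14 (3 higher, 11 lower) against *Dnmt1*-KO and 6 (2 higher, 4 lower) against *Dnmt3a/3b*-DKO. In E6.5 Epi, the numbers were 106 (61 higher, 45 lower), 74 (44 higher, 30 lower) and 64 (39 higher, 25 lower) in the same order. E7.5 Exe gave 116 (69 higher, 47 lower), 89 (47 higher, 42 lower) and 57 (24 higher, 33 lower) of 597 tested. E7.5 Epi gave 264 (130 higher, 134 lower), 131 (68 higher, 63 lower) and 139 (51 higher, 88 lower) of 652. With the Benjamini-Hochberg adjusted p under 0.05 in place of the unadjusted p, the 3 counts were 2, 0 and 0 in E6.5 Exe, where 14 and 6 miRNAs had an unadjusted p under 0.05 against the other mutants, 53, 8 and 5 in E6.5 Epi, 59, 7 and 23 in E7.5 Exe and 208, 62 and 93 in E7.5 Epi. The 3 comparisons of a tissue and stage share the *Dnmt*-null libraries. The split into higher and lower depended on the normalization. It moved most when the TMM factors were computed without the miRNAs of the *Dlk1-Dio3* locus, which gave 11 higher and 5 lower against *Dnmt1*-KO in E6.5 Exe, 33 and 14 against controls in E6.5 Exe, and 99 and 53 against *Dnmt3a/3b*-DKO in E7.5 Epi. Some of the largest changes against controls with an adjusted p under 0.05 and no overlap between the libraries were outside the locus. In E6.5 Epi, *miR-6240* changed by a log2 fold change of 4.73 (SE 1.24, adjusted p 0.0136), *miR-881-5p* was at least 18.9-fold higher (adjusted p 0.00981, from 25, 14, 1 and 1 counts in the *Dnmt*-null libraries) and *miR-669p-3p* at least 2.18-fold lower (adjusted p 0.0416). In E7.5 Exe, *miR-615-3p* was at least 78.4-fold lower (adjusted p 1.17e-04) and *miR-10a-5p* changed by -4.25 (SE 0.75, adjusted p 8.71e-04). In E7.5 Epi, *miR-219a-2-3p* was at least 26.0-fold lower (adjusted p 4.99e-04). The bounds are for groups with at most 3 counts in every library, and these miRNAs were picked by a fixed rule for the largest changes.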

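The list of miRNAs near the hypermethylated promoters was not used here, so the miRNAs whose genes lie between *Dlk1* and *Dio3* on chromosome 12 were counted instead, at the same thresholds. Against controls, 11 of 71 tested were higher in *Dnmt*-null embryos in E6.5 Exe, 18 of 80 in E6.5 Epi, 27 of 94 in E7.5 Exe and 40 of 98 in E7.5 Epi. None was lower in E6.5 Exe, E6.5 Epi or E7.5 Exe, and 2 were lower in E7.5 Epi. With p-values adjusted over all miRNAs tested, 1, 11, 13 and 31 remained higher in this order, and 1 lower in E7.5 Epi. Adjusted over the list alone, the numbers higher were 2, 12, 16 and 32. Of the alternatives at the unadjusted p, TMM factors computed without these miRNAs moved the count in E6.5 Exe most, to 22 higher. Without a filter on low counts, the number in E6.5 Epi was 9. When E6.5 Exe control replicate 3 was left out, the number in E6.5 Exe was 17.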

Strikingly, the majority of HMP-related DEGs were significantly up-regulated in *Dnmt*-null embryos (Fig. 7a and Supplementary Fig. 14c, d). Besides, RNA-seq data revealed no significant differences in miRNA biogenesis pathways and RNA binding proteins among samples with different mutants (Supplementary Fig. 15a-c). Taken together, these observations suggest that DNA methylation may directly influence miRNA expression.

**Fig. 7:**
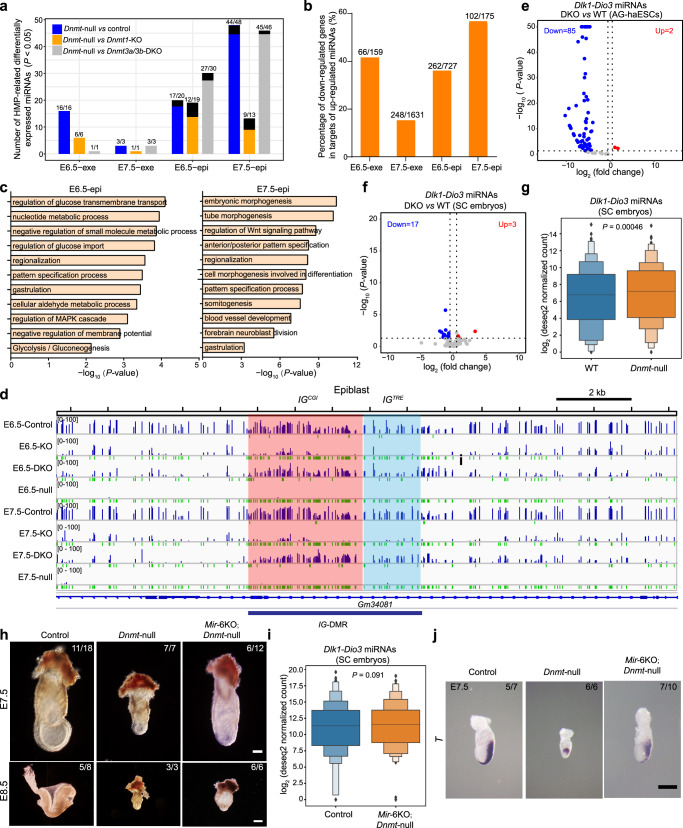
Suppression of miRNA expression mediated by DNA methylation fine-tunes gastrulation. **a** Bar plots show the numbers of differently expressed miRNAs related to overlapped HMPs. Numerators/denominators: numbers of significantly up-regulated miRNAs/total numbers of significantly differentiated expressed miRNAs. Black bars mean significantly down-regulated miRNAs. **b** Bar plots show percentages of overlapped genes between downregulated genes revealed by RNA-seq and predicted target genes of the upregulated miRNAs shown in (**a**) in *Dnmt*-null embryos. The top 50% high-confident targets of these miRNAs were chosen. Numerators/denominators: numbers of overlapped down-regulated genes/total numbers of downregulated genes shown in Supplementary Fig. 15a. **c** Enriched Gene Ontology terms of overlapped downregulated genes in E6.5-epi and E7.5-epi related to (**b**). *P* values were calculated by Metascape. **d** Representative genome browser snapshots of methylation profiles. The *IG*-DMR was divided into IG^CGI^ (red-shaded box) and IG^TRE^ (blue-shaded box). Resolution, 5kb. **e** Volcano plot shows the differently expressed *Dlk1-Dio3* miRNAs of DKO-AG-haESCs compared to WT-AG-haESCs^60^. **f** Volcano plot shows the differently expressed *Dlk1-Dio3* miRNAs of SC embryos (E6.5 epiblast) from DKO-AG-haESCs compared to WT SC embryos. **g** Boxplot shows the expression of *Dlk1-Dio3* miRNAs between WT SC embryos and *Dnmt*-null SC embryos (E6.5 epiblast) produced by IMGZ. *P* values were determined by Student’s two-sided paired *t*-test. **h** Representative images of E7.5 and E8.5 SC embryos carrying *Dnmt*-null. Control SC embryos were derived from DKO-AG-haESCs^60^. *Dnmt*-null SC embryos were derived by inactivation of *Dnmt1/3a/3b* in SC embryos through IMGZ. *Mir*−6KO;*Dnmt*-null SC embryos were generated by injection of DKO-AG-haESCs carrying six miRNA deletions into oocytes, followed by inactivation of *Dnmt1/3a/3b* by IMGZ. Scale bars, 100 μm in up panels, 200 μm in down panels. **i** Boxplot shows the expression of *Dlk1-Dio3* miRNAs between control SC embryos from DKO-AG-haESCs and SC embryos from *Mir*−6KO carrying *Dnmt*-null. *P*-values were determined by Student’s two-sided paired *t*-test. **j** Representative images of RNA in situ hybridization of *T* probe in E7.5 SC embryos with different mutations. Scale bar, 200 µm. Numerators/denominators in **h** and **j**: numbers of SC embryos sustaining the phenotype shown in the image/total numbers of observed embryos. Source data are provided as a Source Data file.

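The genes of *let-7b-5p* (chromosome 15, 85707319 to 85707403) and *miR-296-3p* (chromosome 2, 174267047 to 174267125) lie outside the *Dlk1-Dio3* locus. The log2 fold change of *let-7b-5p* in *Dnmt*-null embryos against controls was -1.78 in E6.5 Exe (SE 1.27, adjusted p 0.64), 3.48 in E6.5 Epi (SE 1.17, adjusted p 0.0547), 2.13 in E7.5 Exe (SE 1.06, adjusted p 0.258) and 1.21 in E7.5 Epi (SE 1.51, adjusted p 0.591). Only the change in E6.5 Epi passed the thresholds of 0.5 and an unadjusted p under 0.05, and without *Dnmt*-null replicate 2 it was 1.00 and did not pass. In E7.5 Exe, *let-7b-5p* passed under some other settings, such as DESeq2 (2.15). For *miR-296-3p*, the log2 fold changes were -0.30, 0.61, 0.86 and -0.11 in the same order. The value in E7.5 Exe passed (SE 0.27, adjusted p 0.0507), from a mean of 568 ± 30.7 normalized CPM (SD) in controls to 1028 ± 295 in *Dnmt*-null embryos. In E6.5 Epi it passed only when *Dnmt*-null replicate 1 was left out (0.86).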

A total of 54 HMP-related up-regulated miRNAs were identified in *Dnmt*-null embryos compared to controls, including *let-7b-5p* and *miR-296-3p* (Supplementary Fig. 14c), which have shown their roles in germ layer specification and embryonic stem cell differentiation^46,47^. Interestingly, the remaining 52 miRNAs were all located at the genomic imprinting *Dlk1-Dio3* region (Supplementary Fig. 16a). 

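Over the 4 combinations of tissue and stage, 53 of the 99 *Dlk1-Dio3* miRNAs tested were higher in *Dnmt*-null embryos than in controls in at least 1 of them. Of these, 24 were higher in 1 combination, 16 in 2, 12 in 3 and 1, *miR-409-5p*, in all 4. The number was 39 with adjusted p-values, the alternative that moved it most, and otherwise 49 to 63 under the other settings tried for all libraries. Among all miRNAs tested, whether or not in the locus, 170 were higher in at least 1 combination.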

Next, we used TargetScan to predict targets of these up-regulated miRNAs. Strikingly, large proportions of the down-regulated genes in *Dnmt*-null embryos compared to control samples revealed by RNA-seq data were computationally predicted targets of these miRNAs, especially in Epi samples (Fig. 7b). Interestingly, these predicted targets were enriched in embryogenesis and metabolism pathways, including glucose pathways that are involved in gastrulation^48^ in E6.5 and E7.5 Epi samples (Fig. 7c). Our data suggest that the up-regulated miRNAs caused by the removal of DNA methylation may partially influence gastrulation through inhibiting related pathways.

### Suppression of miRNAs fine-tunes gastrulation

*let-7b-5p* was significantly upregulated in *Dnmt*-null samples compared to the control, *Dnmt1*-KO, or *Dnmt3a/3b*-DKO samples (Supplementary Fig. 14c). *let-7b-5p* plays a critical role in germ layer specification^46^. 

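Against *Dnmt1*-KO embryos, the log2 fold change of *let-7b-5p* was -1.42 in E6.5 Exe, 3.02 in E6.5 Epi (adjusted p 0.128), 0.60 in E7.5 Exe and -0.58 in E7.5 Epi. Only that of E6.5 Epi passed the thresholds on the unadjusted p. Against *Dnmt3a/3b*-DKO embryos, it was -0.55, 1.60 (adjusted p 0.551), 0.66 and 2.38 in the same order, and none passed. The counts of *let-7b-5p* in the E6.5 Epi *Dnmt*-null libraries were 0, 83, 8 and 0, or 0, 736, 120 and 0 CPM, against 6.99 to 24.0 CPM in the controls. Replicate 2 thus decides the values of this group. Without it, the log2 fold change was 0.55 against *Dnmt1*-KO and -0.87 against *Dnmt3a/3b*-DKO. In some of the other comparisons, the sign also depended on single libraries. For example, the log2 fold change in E7.5 Epi against *Dnmt1*-KO ranged from -2.67 without *Dnmt*-null replicate 2 to 2.41 without *Dnmt1*-KO replicate 3.

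**Figure D2:**
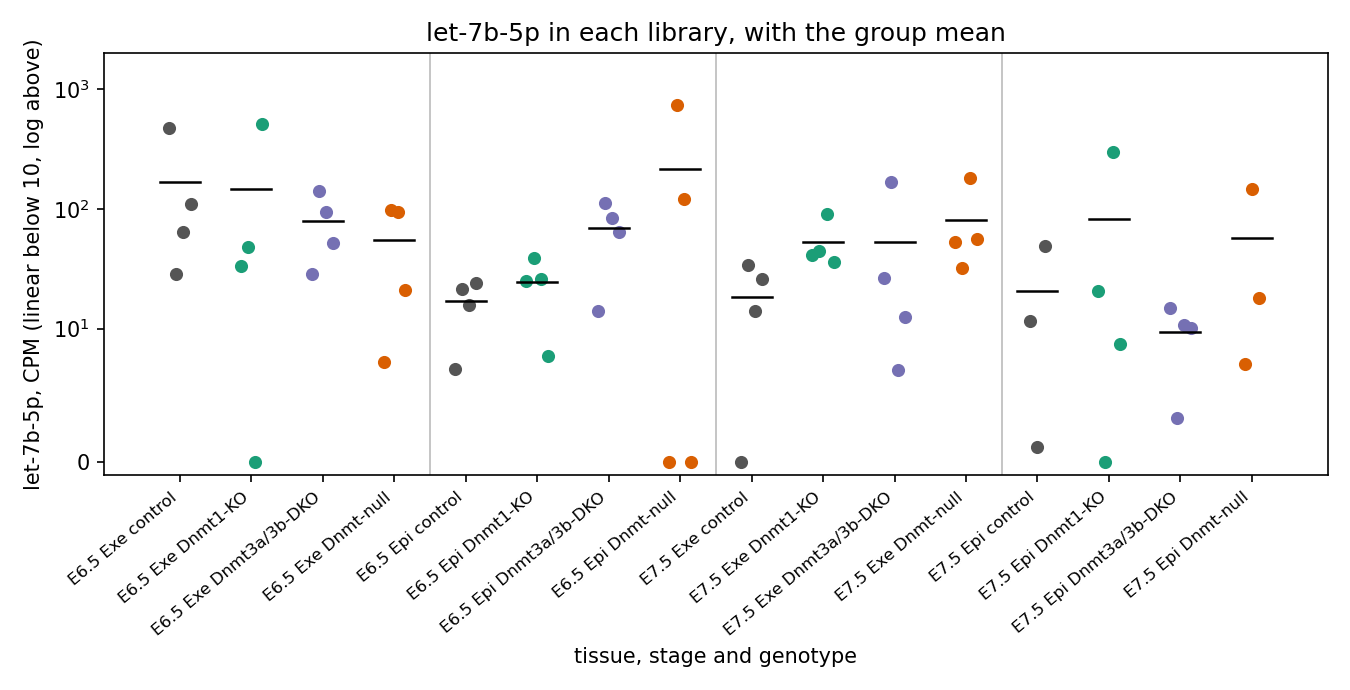
Level of *let-7b-5p* in each of the 62 embryo libraries in CPM, by tissue, stage and genotype. The scale is linear below 10 CPM and logarithmic above, and lines mark the group means.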

Overexpression of *let-7b-5p* promotes stem cell differentiation, while in cancer cells, it is suppressed, and its activation can inhibit cancer cell proliferation, suggesting that precise miRNA dosage might be critical for physiological and pathological processes^49^. WGBS analysis showed that promoters of *let-7b-5p* and *miR-296-3p* retained hypermethylation in both *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos (Supplementary Fig. 16b), implying that promoter DNA methylation may be involved in suppression of miRNA expression.

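In the GRCm38 annotation, *Dlk1* lies on chromosome 12 from 109452485 to 109463336, and *Dio3* from 110279230 to 110281097. RefSeq places 61 miRNA genes between them and GENCODE vM21 67, with 61 in both. Of the RefSeq miRNA genes between them, 57 have a mature miRNA in the count table, with 111 mature miRNAs, whose genes span 109563692 to 110278129. The gene of *miR-540* starts at 109586080, that of *miR-127* at 109592846, that of *miR-541* at 109742409, that of *miR-409* at 109743158 and that of *miR-369* at 109743418.

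**Figure D3:**
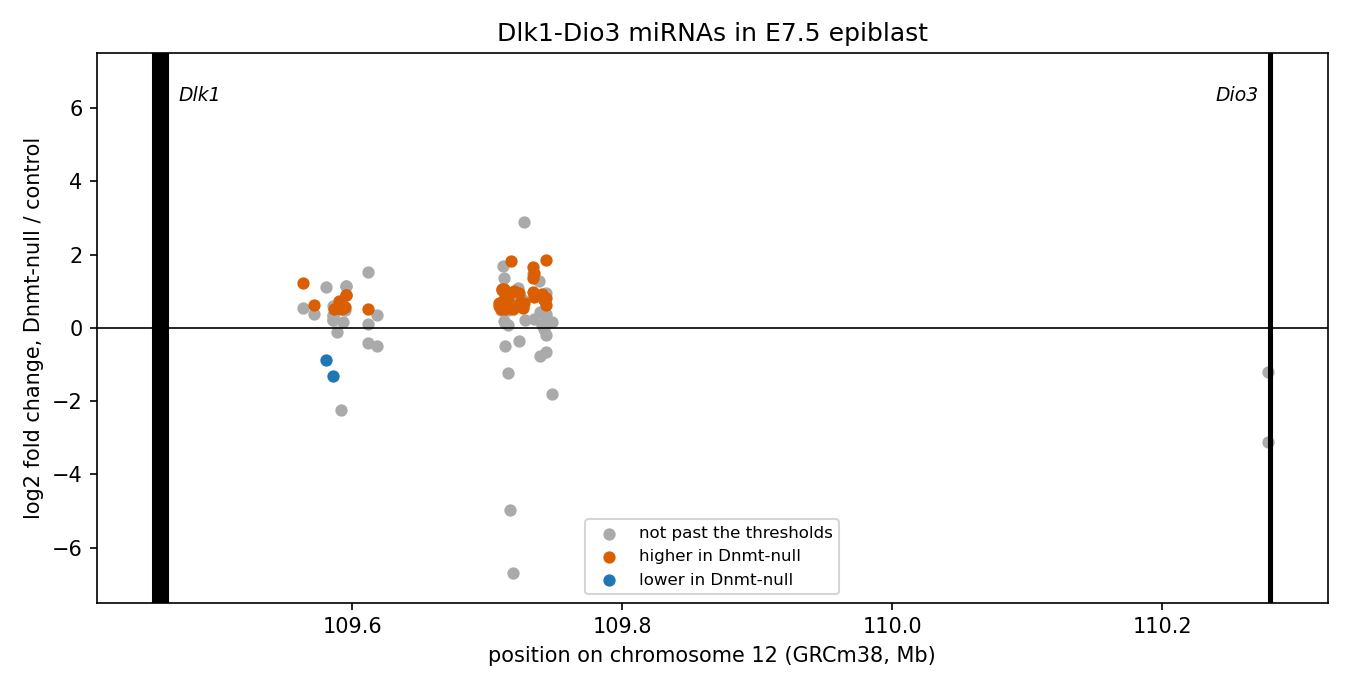
Log2 fold change of *Dlk1-Dio3* miRNAs in E7.5 Epi, *Dnmt*-null against control, by the position of the miRNA gene on chromosome 12 in megabases. Colors mark miRNAs higher, lower or not past the thresholds.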

More than 60 miRNAs have been identified in the murine *Dlk1-Dio3* locus^50^, which are maternally expressed and involved in the development and disease^50–53^. 

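Values over the *Dlk1-Dio3* miRNAs are given in the order E6.5 Exe, E6.5 Epi, E7.5 Exe and E7.5 Epi. The median log2 fold change in *Dnmt*-null embryos was 0.52, 0.29, 0.37 and 0.55 against controls, 0.22, 0.49, 0.18 and 0.52 against *Dnmt3a/3b*-DKO and 0.30, -0.012, 0.012 and 0.11 against *Dnmt1*-KO. Over the other miRNAs tested, the median was -0.21, -0.36, -0.15 and -0.40, then -0.12, -0.20, -0.044 and -0.34, and then -0.11, -0.099, 0.019 and -0.045. The adjusted p from fry, the two-sided set test of edgeR, was 0.0714, 0.12, 0.017 and 5.47e-05 against controls, 0.522, 0.0298, 0.264 and 5.47e-05 against *Dnmt3a/3b*-DKO and 0.197, 0.581, 0.581 and 0.319 against *Dnmt1*-KO. In simulated data, this test gave p 3.97e-04 for an unchanged set, where the median over all unchanged miRNAs was -0.12, which is why the median of the other miRNAs is given beside it. For the mean log2 CPM of the locus per library, an exact two-sided permutation test gave p 0.0286, 0.943, 0.0857 and 0.1 against controls, 0.486, 0.457, 0.514 and 0.0571 against *Dnmt3a/3b*-DKO and 0.314, 0.514, 0.6 and 0.571 against *Dnmt1*-KO. The smallest p it can give is 0.0286 for 4 libraries against 4 or 3 and 0.1 for 3 against 3, as in E7.5 Epi against controls. Against *Dnmt3a/3b*-DKO, 1, 21, 8 and 30 miRNAs of the locus were higher and none lower. The number past the thresholds in E7.5 Epi depended on normalization. It was larger with DESeq2, RLE normalization and TMM factors computed without the locus. Against *Dnmt1*-KO, 2, 9, 6 and 8 were higher and 0, 3, 4 and 2 lower. The median in E6.5 Epi against controls moved most without a filter on low counts, to -0.014, and was 0.42 without *Dnmt*-null replicate 1, when fry passed. This library had a mean log2 CPM of the locus of 7.85. The other *Dnmt*-null libraries were at 9.22 to 9.39 and the controls at 8.56 to 9.17. The p of 0.943 from the permutation test therefore depends on replicate 1. In E6.5 Epi against *Dnmt3a/3b*-DKO, leaving out *Dnmt3a/3b*-DKO replicate 2 lowered the number higher to 4 and the median to 0.22.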

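The share of all miRNA counts on the *Dlk1-Dio3* miRNAs uses no TMM or other factors between libraries, but it also rises when abundant miRNAs outside the locus fall. In E7.5 Epi, the most abundant miRNA, *miR-302b-3p*, took 19.1 to 20.2% of the counts in controls. It took 11.2% in *Dnmt*-null replicate 2 and 15.7% in replicate 3. Its part in the shares was not tested. The share was chosen after seeing the data. In E6.5 Exe, the mean share ± SD was 20.5 ± 4.06% in *Dnmt*-null, 13.6 ± 1.75% in control, 15.7 ± 3.90% in *Dnmt1*-KO and 18.0 ± 3.78% in *Dnmt3a/3b*-DKO embryos. In E6.5 Epi, the shares of these genotypes were 26.3 ± 3.35%, 14.1 ± 0.784%, 21.0 ± 2.21% and 15.9 ± 1.89%. They were 23.8 ± 2.60%, 16.3 ± 1.36%, 23.2 ± 1.37% and 20.7 ± 1.18% in E7.5 Exe, and 23.3 ± 2.15%, 13.3 ± 0.441%, 23.4 ± 1.14% and 15.3 ± 0.619% in E7.5 Epi. In every tissue and stage, each *Dnmt*-null library had a larger share than each control library. Exact two-sided permutation tests of the share in *Dnmt*-null embryos gave p 0.0286, 0.0286, 0.0286 and 0.1 against controls, 0.143, 0.0571, 0.743 and 0.971 against *Dnmt1*-KO and 0.343, 0.0286, 0.0857 and 0.0286 against *Dnmt3a/3b*-DKO, and each 0.0286 became 0.0571 after adjustment over the 20 embryo comparisons.

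**Figure D4:**
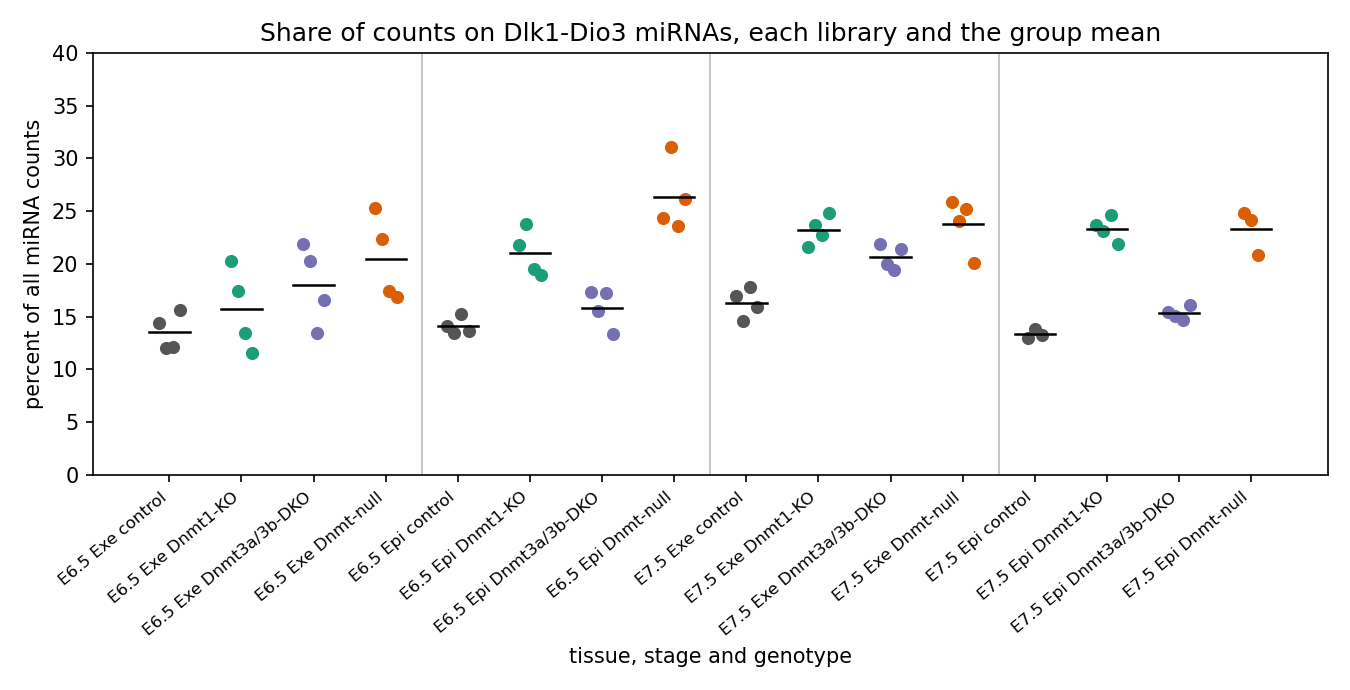
Share of all miRNA counts on *Dlk1-Dio3* miRNAs in each of the 62 embryo libraries, in percent, by tissue, stage and genotype. Lines mark the group means.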

We next compared the expression of *Dlk1-Dio3* miRNA in all samples and found that the majority of miRNAs were significantly upregulated in *Dnmt*-null embryos when compared to control and *Dnmt3a/3b*-DKO, while less when compared to *Dnmt1*-KO embryos (Supplementary Fig. 16c). WGBS analysis showed that promoters of these miRNAs retained hypermethylation in both *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos (Supplementary Fig. 17a, b). Meanwhile, DNA methylation of intergenic germline-derived (*IG*)-DMR, especially the IG^CGI^ region^54^, was sustained in *Dnmt3a/3b*-DKO embryos but was lost in *Dnmt1*-KO and *Dnmt*-null embryos (Fig. 7d), indicating that DNMT1 is involved in DNA methylation maintenance of germline DMRs. In summary, these observations suggest that *IG*-DMR methylation is not related to promoter methylations that are mediated by either DNMT1 or DNMT3A/3B. However, suppression of miRNA expression may be mainly related to *IG*-DMR methylation in the *Dlk1-Dio3* locus. Moreover, promoter methylations could also be partially involved in the suppression of miRNAs. 

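The order of tissues and stages is again E6.5 Exe, E6.5 Epi, E7.5 Exe and E7.5 Epi. In *Dnmt1*-KO embryos against controls, the median log2 fold change of the *Dlk1-Dio3* miRNAs was 0.16, 0.42, 0.54 and 0.48, with adjusted p 0.48, 0.0526, 0.0301 and 6.78e-05 from fry, and that of the other miRNAs -0.15, -0.17, -0.18 and -0.26. The numbers higher and lower were 2 and 0, 7 and 0, 30 and 0 and 31 and 1. In *Dnmt3a/3b*-DKO embryos against controls, the median was 0.26, -0.095, 0.34 and 0.063, with adjusted p 0.179, 0.368, 0.0934 and 0.522, and that of the other miRNAs -0.14, -0.12, -0.16 and 0.0036. The numbers higher and lower were 3 and 0, 4 and 7, 7 and 2 and 6 and 4. Of the alternatives, a filter on the mean count changed the sign of the median of *Dnmt3a/3b*-DKO embryos in E6.5 Epi, to 0.056. In exact two-sided permutation tests, the share of counts on the locus differed from controls with p 0.371, 0.0286, 0.0286 and 0.0286 in *Dnmt1*-KO and 0.0857, 0.2, 0.0286 and 0.0286 in *Dnmt3a/3b*-DKO embryos. The bisulfite sequencing was not analysed here. The paper reports *IG*-DMR methylation sustained in *Dnmt3a/3b*-DKO embryos and lost in *Dnmt1*-KO and *Dnmt*-null embryos (Fig. 7d), while the promoters kept methylation in both *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos. Together with the levels of the miRNAs, it proposes that their suppression is mainly related to *IG*-DMR methylation, and that promoter methylation takes a partial role.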

Consistent with our observations, in mature oocytes, where DNA methylation was partially maintained at *IG*-DMR but with high levels at promoters, the majority of miRNAs at *Dlk1-Dio3* were not expressed (Supplementary Fig. 18a-d)^55,56^. Meanwhile, preimplantation embryos kept the hypermethylation state at these promoters^55^ (Supplementary Fig. 18a), and they sustained a similar suppression state of *Dlk1-Dio3* miRNAs as oocytes^56^ (Supplementary Fig. 18c, d). These observations indicate that dramatic demethylation after fertilization doesn’t change the epigenetic state of *Dlk1-Dio3* miRNAs, suggesting that maintenance of promoter methylation and suppression of *Dlk1-Dio3* miRNAs may be critical for early embryonic development.

To determine whether the dosage of miRNAs directly contributes to gastrulation failure, we adopted androgenetic haploid embryonic stem cells (AG-haESCs) that carry sperm genome and can be used as sperm replacement to support embryonic development^57^. AG-haESCs were cultured under conditions with 2i (inhibitors of Mek1/2 and Gsk3β), which induce loss of paternal DMR methylations, including *H19* and *IG* DMRs, and impair developmental potential in AG-haESCs^58,59^. After the removal of both *H19* and *IG* DMRs to partially mimic the DMR methylation state, the resulting AG-haESCs (termed DKO-AG-haESCs) can efficiently support full-term embryonic development after injection into oocytes^58–60^. 

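CAS-seq counts of AG-haESCs and of semi-cloned (SC) embryos, which develop from oocytes injected with AG-haESCs, were processed in the same way. The AG-haESC libraries are 3 of wild-type (WT) cells, 3 of DKO-AG-haESCs and 2 labelled *Mir*-6KO, the label for DKO cells with 6 miRNA genes deleted, although *miR-127-3p* and *miR-541-5p*, from 2 of these genes, were higher in them than in DKO cells. The SC embryos at E6.5 comprise 3 libraries each of WT, *Dnmt*-null, DKO and DKO;*Dnmt*-null. Those at E7.5 comprise 3 of a control from DKO-AG-haESCs and 3 of *Mir*-6KO;*Dnmt*-null. The median total count per library, with the range, was 4522398 (3813865 to 5014804) in WT and 6078946 (4661860 to 6102806) in DKO-AG-haESCs, and the libraries labelled *Mir*-6KO had 16501907 and 8533089. For the SC embryos at E6.5, it was 338127 (258279 to 522390) in WT, 247993 (154061 to 404192) in *Dnmt*-null, 2340247 (2150520 to 2425038) in DKO and 239996 (177142 to 1366522) in DKO;*Dnmt*-null, and at E7.5 19089889 (13306003 to 26970637) in controls and 9267285 (8570373 to 16808675) in *Mir*-6KO;*Dnmt*-null. The DKO;*Dnmt*-null libraries come from another count table than the DKO libraries. With 3 libraries against 3, an exact permutation test cannot give a p below 0.1.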

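In DKO-AG-haESCs against WT-AG-haESCs, 773 miRNAs were tested, and 160 passed the thresholds of 0.5 and an unadjusted p under 0.05, 33 of them higher and the rest lower. This direction depends on normalization, since DESeq2 gave 98 higher and 105 lower. Of the 91 *Dlk1-Dio3* miRNAs tested, 0 were higher and 81 lower. With p adjusted over all miRNAs, 65 were lower, and adjusted over the list alone 81. Their median log2 fold change was -4.31 (fry, adjusted p 1.25e-06), or -4.14 with the 12 miRNAs that had at most 3 counts in every library of 1 group set to their bound, and 1 value was positive. The median of the other miRNAs was -0.13. DESeq2 moved the median of the locus most, to -3.93, and all leave-one-out fits gave -4.39 to -4.19. The mean log2 CPM of the locus per library was 6.05 ± 0.0869 (SD) in WT and 1.87 ± 0.0852 in DKO cells (exact two-sided permutation test, p 0.1, the smallest possible). The most abundant, *miR-127-3p*, was at 13638 normalized CPM in WT and 624 in DKO cells, a log2 fold change of -4.45 (SE 0.10, adjusted p 1.47e-07).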

We performed Cas-seq of small RNAs on wild-type and DKO-AG-haESCs and found that while *IG*-DMR deletion didn’t increase the methylation level of the promoters (Supplementary Fig. 18e)^58,59^, this deletion induced significantly reduced expression of *Dlk1-Dio3* miRNAs in DKO-AG-haESCs (Fig. 7e and Supplementary Fig. 18f, g). 

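In the epiblast of E6.5 SC embryos from DKO-AG-haESCs against those from WT cells, 60 of 461 miRNAs tested passed the thresholds, 17 higher and 43 lower. The 1 with an adjusted p under 0.05 was *let-7b-5p* (log2 fold change -4.66, SE 0.70, adjusted p 0.0248). Of the 84 *Dlk1-Dio3* miRNAs, 4 were lower and 0 higher, and none had an adjusted p under 0.05, also when adjusted over the list alone. Their median log2 fold change was 0.030 (fry, adjusted p 0.557), with 48 values positive, and the median of the other miRNAs was 0.12. At the unadjusted p, the number of *Dlk1-Dio3* miRNAs past the thresholds moved most when WT replicate 1 was left out, to 20, of which 17 were lower and 3 higher. The median changed sign under RLE normalization (-0.00365) and without WT replicate 1 (-0.00952). The mean log2 CPM of the locus was 8.71 ± 0.217 (SD) in WT and 8.92 ± 0.0282 in DKO embryos (exact two-sided permutation test, p 0.1, the smallest possible, with the DKO libraries higher). The DKO libraries were also deeper, with a median total of 2340247 counts against 338127 in WT, and these libraries were not thinned. WT replicate 3 had the lowest mean of the WT libraries, 8.46, but the largest share of counts on the locus, 42.3%. A difference in library size therefore stays open.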

Besides, after injection of AG-haESCs into oocytes, the resulting semi-cloned (SC) embryos from DKO-AG-haESCs showed suppression of *Dlk1-Dio3* miRNA expression compared to SC embryos from wild-type cells with hypomethylated *IG*-DMR (Fig. 7f), indicating that *IG*-DMR methylation state indeed suppresses *Dlk1-Dio3* miRNA expression. Nevertheless, after removing all DNA methylation, including promoter methylation through IMGZ in SC embryos derived from wild-type AG-haESCs, we found obviously an increased expression of *Dlk1-Dio3* miRNAs (Fig. 7g and Supplementary Fig. 18h). 

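In *Dnmt*-null against WT SC embryos, 87 miRNAs passed the thresholds, 46 higher and 41 lower, and 7 with an adjusted p under 0.05. The split depends on normalization, with 59 higher and 23 lower when the TMM factors were computed without the locus. Among the 84 *Dlk1-Dio3* miRNAs tested, 2 were higher and 0 lower, none with an adjusted p under 0.05. Their median log2 fold change was 0.29 (fry, adjusted p 0.00591), with 56 values positive, and that of the other miRNAs 0.027. The mean log2 CPM of the locus per library was 9.16 ± 0.145 (SD) in *Dnmt*-null embryos, and each library was above each WT library (exact two-sided permutation test, p 0.1, the smallest possible). WT replicate 3 decides part of these counts. Without it, 140 miRNAs passed, 12 of them in the locus. When only the compared groups were fitted, no *Dlk1-Dio3* miRNA passed and the median was 0.20, no longer past the threshold.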

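In SC embryos from DKO-AG-haESCs, 187 of 603 miRNAs passed the thresholds in DKO;*Dnmt*-null against DKO embryos, 96 higher and 91 lower, and 160 with an adjusted p under 0.05. The groups come from different count tables, so table and genotype cannot be told apart. Of the 97 *Dlk1-Dio3* miRNAs, 7 were higher and 3 lower (6 and 0 with an adjusted p). Their median log2 fold change was 0.10 (fry, adjusted p 0.0178), with 59 values positive, and that of the other miRNAs -0.14. Leaving out single libraries gave medians of 0.073 to 0.11, and in 5 of the 6 fits the set test no longer passed. The mean log2 CPM of the locus did not differ beyond the spread (exact two-sided permutation test, p 0.4). Among *miR-127*, *miR-541*, *miR-369*, *miR-540* and *miR-409*, the smallest adjusted p was that of *miR-369-3p* (log2 fold change 0.44, adjusted p 0.002). *let-7b-5p* was removed by the low-count filter, so it was not tested. It had 31, 10 and 1 counts in DKO;*Dnmt*-null and 10, 11 and 5 in DKO embryos, which is 22.7, 56.5 and 4.17 CPM in the former and 4.65, 4.70 and 2.06 CPM in the latter.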

Besides, SC embryos from DKO-AG-haESCs after removal of *Dnmts* exhibited increased *let-7b-5p* and *Dlk1-Dio3* miRNAs compared to DKO-AG-haESCs derived SC embryos (Supplementary Fig. 18i, j). Given that hypomethylation at *IG*-DMR in AG-haESCs can’t be re-established in resultant SC embryos^58^, these results together imply that promoter methylation can be established by DNMT1 and/or DNMT3A/3B during early embryonic development and may also be partially involved in inhibition of *Dlk1-Dio3* miRNAs. Consistently, the *Dnmt*-null SC embryos from DKO-AG-haESCs also showed gastrulation failure at E7.5 (Fig. 7h and Supplementary Data 6), indicating that *IG*-DMR deletion can’t rescue gastrulation phenotypes in *Dnmt*-null SC embryos. 

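The miRNAs *let-7b-5p*, *miR-127-3p*, *miR-541-5p*, *miR-369-3p*, *miR-540-3p* and *miR-409-3p* were each compared between *Dnmt*-null embryos and the 3 other genotypes in 4 combinations of tissue and stage, 12 comparisons in all. At the thresholds on the unadjusted p, the number of comparisons with higher levels in *Dnmt*-null embryos was 2 for *let-7b-5p*, 6 for *miR-127-3p*, 7 for *miR-541-5p*, 3 for *miR-369-3p*, 6 for *miR-540-3p* and 3 for *miR-409-3p*. *miR-540-3p* was lower in 2, and the others in none. For the 5 miRNAs of the locus, the log2 fold changes ranged from -0.28 to 1.36 for *miR-127-3p*, -0.40 to 1.75 for *miR-541-5p*, -1.32 to 1.86 for *miR-369-3p*, -1.74 to 1.99 for *miR-540-3p* and 0.037 to 0.63 for *miR-409-3p*. Of the other arms in the table, *miR-409-5p* was higher in 6 comparisons and *miR-369-5p* in 0. The number of miRNAs higher against all 3 genotypes at once was 0 in E6.5 Exe, 15 in E6.5 Epi, 10 in E7.5 Exe and 21 in E7.5 Epi, against at most 2, 2, 2 and 3 in 25 simulated unchanged sets. The number lower against all 3 was 0, 18, 16 and 48 in the same order. Those higher in the locus were *miR-127-3p*, *miR-323-5p*, *miR-409-5p*, *miR-485-5p*, *miR-540-3p*, *miR-541-5p* and *miR-679-5p* in E6.5 Epi, *miR-134-5p*, *miR-382-5p*, *miR-543-3p* and *miR-666-5p* in E7.5 Exe, and *miR-323-3p*, *miR-369-3p*, *miR-377-3p*, *miR-485-3p*, *miR-543-3p*, *miR-666-5p* and *miR-667-3p* in E7.5 Epi. In the AG-haESC libraries labelled *Mir*-6KO, *miR-127-3p* was at 44850 and 35730 CPM, against 551, 594 and 556 CPM in DKO-AG-haESCs. In the same comparison, the log2 fold change was 6.11 for *miR-541-5p*, 7.48 for *miR-540-3p*, 6.35 for *miR-409-3p*, 0.81 for *miR-369-3p* and 1.44 for *let-7b-5p*.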

Finally, we deleted six commonly up-regulated miRNAs identified in *Dnmt*-null embryos when compared to *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and control embryos, including *let-7b* and 5 *Dlk1-Dio3* miRNAs (*miR-127*, *miR-541*, *miR-369*, *miR-540*, and *miR-409*) (Supplementary Fig. 14c, d), in DKO-AG-haESCs (Supplementary Fig. 19a-c). 

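At E7.5, 63 of 585 miRNAs passed the thresholds in *Mir*-6KO;*Dnmt*-null SC embryos against control SC embryos from DKO-AG-haESCs, 34 higher and 29 lower, and 18 with an adjusted p under 0.05. Among the 94 *Dlk1-Dio3* miRNAs, 4 were lower and 1 higher, and 1 was lower with an adjusted p, *miR-127-3p* (log2 fold change -0.66, SE 0.14, adjusted p 0.0475). Adjusted over the list alone, none passed. The median over the locus was 0.033 (fry, adjusted p 0.712), with 57 values positive, and that of the other miRNAs -0.076. With TMM factors computed without the locus, 32 miRNAs in all were higher and 41 lower, and the median of the locus was -0.00760. With the usual factors, it was -0.032 without *Mir*-6KO;*Dnmt*-null replicate 1. For the other deleted miRNAs, the log2 fold change was -0.48 (*miR-541-5p*), -0.40 (*miR-369-3p*), -0.47 (*miR-540-3p*), -0.60 (*miR-409-3p*, adjusted p 0.0731) and -0.12 (*let-7b-5p*). The mean log2 CPM of the locus per library did not differ beyond the spread (exact two-sided permutation test, p 0.8). The test and control embryos differ in both the deletions and the DNMTs, and *Dnmt*-null SC embryos at E7.5 without the deletions were not analysed here.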

Strikingly, these heterozygous deletions almost completely suppressed the expression of *Dlk1-Dio3* miRNAs in *Dnmt*-null SC embryos (Fig. 7i and Supplementary Fig. 19d). As a consequence, the morphogenesis and elongation of the primitive streak were partially rescued at E7.5, although the development of these embryos still failed at E8.5 (Fig. 7h, j and Supplementary Data 6). Taken together, these data suggest the role of DNA methylation of promoters in suppressing the expression of miRNAs, which may fine-tune the expression of transcriptional factors or gastrulation-related genes to safeguard embryo development (Supplementary Fig. 19e).

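As a share of all miRNA counts, a measure chosen after seeing the data, the *Dlk1-Dio3* miRNAs made up 4.26 ± 0.0631% (mean ± SD) in WT and 0.210 ± 0.00704% in DKO-AG-haESCs, and 19.8% and 15.5% in the libraries labelled *Mir*-6KO. In SC embryos at E6.5, the shares were 28.0 ± 12.4% in WT (21.2, 20.4 and 42.3% in the single libraries), 31.0 ± 2.51% in *Dnmt*-null, 22.3 ± 0.859% in DKO and 26.2 ± 1.42% in DKO;*Dnmt*-null embryos. Exact two-sided permutation tests gave p 0.8 for *Dnmt*-null against WT, 1 for DKO against WT and 0.1 for DKO;*Dnmt*-null against DKO, where the table differs too. At E7.5, the shares were 24.1 ± 2.77% in controls and 23.2 ± 3.96% in *Mir*-6KO;*Dnmt*-null embryos (p 0.9, exact two-sided permutation test). From the miRNA levels in these embryos and the partial rescue of the primitive streak after the deletions (Fig. 7h, j), the paper proposes that promoter methylation suppresses miRNAs, which may tune the expression of genes needed in gastrulation.

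**Figure D5:**
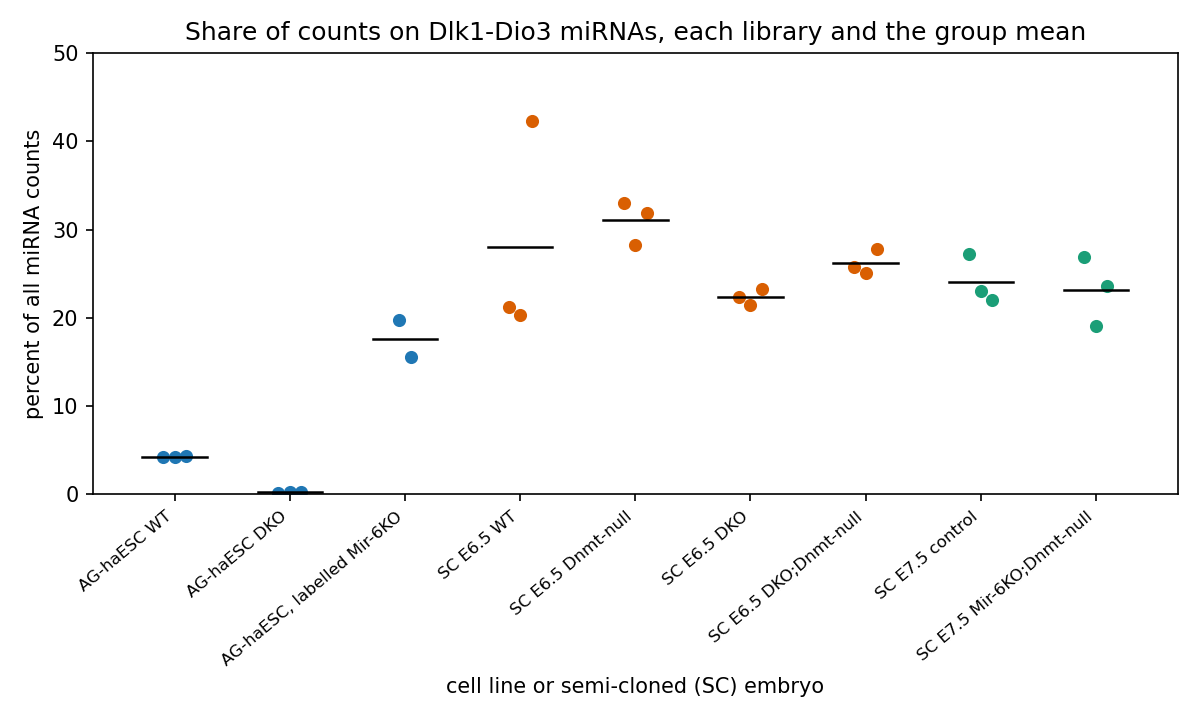
Share of all miRNA counts on *Dlk1-Dio3* miRNAs in each AG-haESC and SC embryo library, in percent. Lines mark the group means, and the libraries labelled *Mir*-6KO are shown under their label.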

## Discussion

During embryogenesis, complex regulators, including epigenetic and transcriptional factors, cooperatively regulate lineage differentiation, tissue patterning, and organogenesis^61–63^. Genetic disruption of these factors helps us understand the molecular functions of these regulators during embryogenesis^63^. However, the family gene-involved compensation mechanisms may make the findings from a single mutation difficult to interpret. Moreover, the fundamental role of a biological event, such as DNA demethylation induced by *Tet* family genes^27^, cannot be revealed from mouse models with mutations in part of family genes. Therefore, it is necessary to inactivate all family genes simultaneously in zygotes to reveal the physiological roles of a biological process. The conventional strategy is to establish a complicated breeding system based on germline-specific knockout mouse models. However, these strategies are time-consuming and labor-intensive. Together, it is still an unmet goal to efficiently produce embryos with mutations in family genes. In this study, we establish a base-editor (hA3A-eBE-Y130F) mediated IMGZ system that enables the efficient generation of embryos with multiple mutant genes in one step, which can accelerate functionally deciphering the significance of a biological process during embryogenesis.

DNMTs and TETs elaborately regulate DNA methylation and demethylation in embryogenesis^4,7,8,27^. *Dnmt1* or *Dnmt3a/3b* mutant mouse models have been generated and shown their roles after gastrulation by protecting DNA methylation to repress a panel of genes and multiple retrotransposons for transcription integrity^6,7,31^. However, it is still unknown what is the function of DNA methylation in embryogenesis. Moreover, although a previous study demonstrates that *Tet* and *Dnmt* act antagonistically to regulate early development^27^, it is still largely unknown the relationship between DNMT-mediate DNA methylation and TET-mediated demethylation during embryogenesis. Here, we applied the IMGZ system to generate *Tet*-TKO embryos and found that those embryos display normal gastrulation. Importantly, IMGZ-derived *Dnmt*-null embryos fail to gastrulate while *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos display normal gastrulation. These phenotypes are further confirmed by *Dnmt*-null embryos generated by the conventional germline-specific knockout strategy. Moreover, *Tet/Dnmt3a/3b*−5KO, *Tet/Dnmt1*−4KO, and *Tet/Dnmt*−6KO embryos exhibit similar phenotypes shown in embryos with only respective *Dnmt* mutations. Taken together, these observations indicate that DNMT1 or DNMT3A/3B-mediated DNA methylation controls gastrulation and this function is independent of TET-mediated DNA demethylation.

Thanks to the efficiency and reliability of mutant embryos generation by IMGZ, our system can produce sufficient numbers of samples for high-throughput analyses in one generation. By mapping genome-wide profiles of transcription, DNA methylation, and miRNA expression in *Dnmt* mutants, we uncovered a critical role of promoter DNA methylation in the suppression of miRNA expression in gastrulation, the majority of which are located in the *Dlk1-Dio3* locus. We found that DNA methylation of both *IG*-DMR and promoters contributes to the suppression of miRNA expression in the *Dlk1-Dio3* locus. Previous studies have shown that *IG*-DMR is involved in regulating the expression of the *Dlk1-Dio3* miRNA cluster, and removal of methylation at *IG*-DMR can increase miRNA expression in *Dnmt1*-KO or parthenogenesis embryos^64^. Consistently, our results also indicate the role of *IG*-DMR methylation in the repression of miRNA expression, including less up-regulated miRNA in *Dnmt*-null embryos when compared to *Dnmt1*-KO embryos than compared to *Dnmt3a/3b*-DKO embryos (Supplementary Fig. 16c) and significantly reduced expression of *Dlk1-Dio3* miRNAs in DKO-AG-haESCs induced by *IG*-DMR deletion (Fig. 7e and Supplementary Fig. 18g). However, *Dnmt1*-KO or parthenogenesis embryos die at mid-gestation^8,65^, inconsistent with more severe phenotypes of gastrulation failure observed in the *Dnmt*-null embryos, suggesting that genome-wide methylation-free can influence many genetic and epigenetic events during embryogenesis, including other epigenetic modifications and even genome instability (Supplementary Fig. 19e)^38,66^.

Nevertheless, in the current study, we provided multiple pieces of evidence to support a possible link between promoter methylation and miRNA expression, including the *Dlk1-Dio3* miRNA cluster, which is also involved in gastrulation. First, *IG*-DMR methylation doesn’t control promoter methylation because the promoters sustain hypermethylation in both *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos (Supplementary Fig. 17a, b) and *IG*-DMR deletion in AG-haESCs doesn’t increase the methylation level of the promoters (Supplementary Fig. 18e). Second, in mature oocytes, where DNA methylation is partially maintained at *IG*-DMR but with high levels at promoters, the majority of miRNAs at *Dlk1-Dio3* are not expressed (Supplementary Fig. 18a-d). Third, pre-implantation embryos keep the hypermethylation state at these promoters and sustain a similar suppression state of *Dlk1-Dio3* miRNAs as oocytes (Supplementary Fig. 18c, d). Fourth, *IG*-DMR deletion that mimics the *IG*-DMR methylation can’t rescue gastrulation phenotypes in *Dnmt*-null SC embryos (Fig. 7h), suggesting that promoter methylation may also be involved in gastrulation failure. Fifth, two other HMP-related up-regulated miRNAs, *let-7b-5p* and *miR-296-3p*, are up-regulated in all tested *Dnmt*-null embryos compared to control embryos (Supplementary Fig. 14c, 16b). Finally, decreasing six commonly up-regulated miRNAs identified in *Dnmt*-null embryos, including 5 *Dlk1-Dio3* miRNAs, could partially rescue the elongation failure of the primitive streak in *Dnmt*-null embryos (Fig. 7j), indicating that the dosage of miRNAs is critical for gastrulation. *Dicer* deletion in mice also exhibits gastrulation failure due to the absence of miRNA caused by disruption of the miRNA biogenesis pathway^67^. Meanwhile, DGCR8-mediated global miRNA dosage controls embryonic germ layer specification of ESCs in vitro^68^. Our results provide in vivo evidence to support that DNA-methylation-mediated precise global miRNA dosage is also involved in fine-tuning gene expression, which might be involved in regulating gastrulation and germ layer specification.

## Methods

### Mice

All animal procedures were approved by the Institutional Animal Care and Use Committee of the Center for Excellence in Molecular Cell Science, Chinese Academy of Sciences. Mice were housed in individually ventilated cages (IVC) under a credited specific pathogen-free facility. The room has controlled temperature (20–25 °C), humidity (30-70 %) and light (12 h light-dark cycle). Zygotes are all collected from eight weeks female B6D2F1 (C57BL/6J♀× DBA2♂) mice, which were mated to ten-twenty weeks *Oct4-EGFP* males (C57BL/6J background). The ten weeks mT/mG males (full name B6.129(Cg)-Gt (ROSA)26Sor tm4(ACTB-tdTomato, -EGFP) Luo/J; JAX strain 007676) were used to evaluate the off-target effect of hA3A-eBE3-Y130F. The ten-fourteen weeks ICR females were used as pseudo-pregnant foster mothers. All embryos were collected and analyzed from recipients at specific developmental stages, including E6.5, E7.5, E8.5, E9.5, E10.5, and E11.5.

### In vitro transcription

The mRNA transcriptional templates of different base editors and *Cre* were amplified by PCR using KOD-Plus-Neo (TOYOBO) from plasmids pCMV-BE3 (Addgene#73021), BE4-Gam (Addgene#100806), pCMV-hA3A-BE3-Y130F (Addgene#113428), pCMV-hA3A-eBE3-Y130F (Addgene#113423), xCas9(3.7)-BE3 (Addgene#108380), xCas9(3.7)-BE4 (Addgene#108381) and pZ4f-Cre, purified by the Universal DNA Purification Kit (TIANGEN, Cat#DP214) and then transcribed using the mMACHINE T7 ULTRA Transcription Kit (Invitrogen, Cat#AM1345) following the manufacturer’s instruction. The transcriptional templates of sgRNAs were amplified from pX330-mCherry (Addgene#98750) and transcribed in vitro using the MEGAshortscript T7 kit (Invitrogen, Cat#AM1354) following the manufacturer’s instruction. mRNAs and sgRNAs were subsequently purified with the MEGAclear Transcription Clean-Up Kit (Invitrogen, Cat# AM1908), resuspended in hot (95 °C) RNase-free water and then stored at −80 °C.

### Zygote microinjection

Eight-week-old B6D2F1 females were superovulated with 6 international units of pregnant mare’s serum gonadotropin (PMSG) for 48 h and then injected with 6 international units of human chorionic gonadotropin (hCG), subsequently mated to homozygous *Oct4-EGFP* males for 12 h. Zygotes were harvested from oviducts of B6D2F1 females with a plug after 24 h post-hCG injection using hyaluronidase (Sigma, Cat# H3884). For zygote microinjection, the mixture of base editor mRNA (20 to 200 ng/μl) and sgRNA (100 ng/μl) was diluted in RNAase-free water, centrifuging at 4 °C, 13,400 g for 10 min, and then injected into the cytoplasm of zygotes in a droplet of HCZB medium containing 5 µg/ml cytochalasin B (CB, Sigma, Cat#C6762) using a micromanipulator (Olympus) and a FemtoJet microinjector (Eppendorf). The injected zygotes were cultured for 24 h to two-cell embryos and 96 h to blastocysts in AA-KSOM (Millipore, Cat#MR-106-D) medium at 37 °C under 5% CO_2_ in the air. The two-cell embryos were transferred into the oviduct of pseudopregnant ICR females at 0.5 days postcopulation. The blastocysts were used for genotyping and morphological analysis.

### Blastocysts genotyping and Blunting cloning

Mouse blastocysts were directly lysed by 5 µl buffer from the Mouse Direct PCR Kit (Bimake, Cat# B40015), incubated at 55 °C for 50 min and 95 °C for 5 min. The targeted region was amplified by PCR using Phanta® Max Super-Fidelity DNA Polymerase (Vazyme, Cat#P505) from blastocyst lysis (about 2 µl), purified by gel electrophoresis using Universal DNA Purification Kit and then Sanger sequencing and Blunt cloning. The purified amplicons were cloned into pEASY-Blunt vector (TransGen Biotech, Cat#CB101), transformed into Trelief ™ 5α Chemically Competent Cell (Tsingke Biological Technology), and picked up more than 13 *E. coli* clones for sequencing.

### Intracytoplasmic sperm injection (ICSI) and two-cell embryo injection

For the ICSI experiment, MII oocytes were collected from oviducts of superovulated B6D2F1 females (eight-week-old) using hyaluronidase. Sperms obtained from homozygous mT/mG males (full name *B6.129(Cg)-Gt(ROSA)26Sor* ^*tm4(ACTB-tdTomato,-EGFP)Luo*^/J; JAX strain 007676) using H-CZB medium and sperm tails were broken by ultrasound using Ultrasonic Cleaner (KUDOS). The sperm head was injected into the cytoplasm of MII oocytes in a CB droplet using a Piezo-drill micromanipulator. The reconstructed zygotes were cultured in a CZB medium for 30 min and then activated for 6 h in Ca2^+^-free CZB with SrCl_2_. Following activation, all of the reconstructed embryos were cultured for 26 h in AA-KSOM medium to late-stage two-cell embryos. For two-cell embryo injection, the mixture of *Cre* mRNA (0.5 ng/µl), hA3A-eBE-Y130F mRNA (100 ng/µl), and sgRNA (100 ng/µl) was injected into the cytoplasm of one blastomere of the two-cell embryo derived from the ICSI experiment. The injected two-cell embryos were cultured in AA-KSOM medium at 37 °C under 5% CO_2_ in the air for 1 h and then transferred into oviducts of pseudo-pregnant ICR females at 0.5 days post copulation.

### Flow cytometry

For GOIT, to isolate cells for whole-genome sequencing, E11.5 embryos were dissociated by 1 ml 0.25% Trypsin-EDTA (Gibco, Cat#25200056) in 37 °C water bath for 20–30 min, constantly blowing with a 1ml pipette tips. The digestion was terminated by adding 1 ml DMEM medium with 10% FBS (Excell Bio). The cell suspension was centrifuged at 300 g for 6 min, rinsed one time with DPBS, transferred through a 40-µm cell strainer, and tdtomato^+^/EGFP^+^ cells were enriched by sorting on BD FACS Aria II. More than one million cells per sample were collected for genome extraction.

### AG-haESCs culture, gene modification, and ICAHCI

A detailed protocol of AG-haESCs culture and intracytoplasmic AG-haESC injection (ICAHCI) has been described in previous works^59,60^. Briefly, mouse AG-haESCs (including WT- and DKO-AG-haESCs) were cultured in DMEM with 15% FBS (Excell Bio), penicillin–streptomycin, non-essential amino acids, NUC, l-glutamine, β-mercaptoethanol, 1000 U ml^−1^ Lif, 1μM PD03259010 (Selleck) and 3μM CHIR99021 (Selleck). sgRNAs for different miRNA deletions were synthesized and ligated in pX330-mCherry plasmid^69^. Constructed plasmids were then transfected into O48, which were enriched haploid cells (Hoechst 33342 staining) and mCherry positive cells through FACS after 24 h. Gene-modified cell lines were obtained from single-cell expansion and genotyping, which were then subjected to the ICAHCI experiment.

### Western blot

Embryos were lysed in 1x RIPA buffer (Cell Signaling Technology, Cat#9806S) containing protease inhibitor cocktail (Sigma, Cat# P8340) on ice for 1 h. Before gel electrophoresis, protein lysate was boiled with 5x loading buffer at 100 °C for 10 min. The appropriate volume of protein lysate was loaded onto 8 % SDS-PAGE gels and separated by gel electrophoresis followed by transfer onto the PVDF membrane. Membranes were incubated with anti-DNMT1 (1:2000 dilution, Cell Signaling Technology, Cat#5032S), anti-DNMT3A (1:2000 dilution, Proteintech, Cat#20954-1-AP), anti-DNMT3B (1:2000 dilution, Abcam, Cat#ab2851) and anti-GAPDH (1:5000 dilution, Proteintech, Cat# 60004-1-Ig) at 4 °C overnight, followed by HRP-conjugated antirabbit (1:5000 dilution, BBI, Cat#D110058-0001) and anti-mouse antibody (1:10,000 dilution, Proteintech, Cat#SA00001-1) incubation for 1 h at room temperature.

### Whole-genome sequencing (WGS) and data analysis

Genomic DNA was extracted from cells (tdtomato^+^ and EGFP^+^, individually) by using TIANamp Micro DNA Kit (TIANGEN, Cat#DP316) according to the manufacturer’s instructions. The libraries were constructed by NEBNext® Ultra™ II DNA Library Prep Kit for Illumina (NEB, Cat#E7645) and sequenced at an average depth of 40 X using the Illumina NovaSeq 6000 System at the Novogene Bioinformatics Institute, Beijing, China. We mapped the reads to the reference database (mm10) using BWA (v0.7.12). Then the BAM files were sorted and marked duplicates by Picard tools (v2.3.0). Three different algorithms, Mutect2 (v3.5), Lofreq (v2.1.2) and Strelka (v2.7.1) were separately used to call single nucleotide variation to ensure the high confidence of the genome-wide de novo variants found. At the same time, Mutect2 (v3.5), Scalpel (v0.5.3) and Strelka (v2.7.1) were run individually to detect the whole genome de novo indels. The overlap of three algorithms of SNVs or indels was considered as the true variants. The variants were identified in the mapped BAM file of samples with gene editing, using the samples without gene editing as control.

The WGS analysis revealed a low level of targeted editing in the control of Tyr and Crygc groups in the range of 0−4.7%. Thus, in the following analysis, we only keep the reliable variants with allele frequencies of more than 10%. We also removed variants that existed in the dbSNP (v138) and MGP (v3) databases. To validate the on-target efficiency, we also compared the aligned BAM files with the on-target sites by pairwise Alignment function in the R package, Biostrings. We predicted the potential off-targets of targeted sites using Cas-OFFinder (http://www.rgenome.net/cas-offinder/) with all possible mismatches. The SNVs and indels were annotated with annovar (version 2016-02-01) using the RefSeq database. The off-target SNVs of all samples with gene editing were classified into transcribed and un-transcribed regions based on the annotation of RefSeq. Meanwhile, the same number of loci in the genome was simulated and calculated the proportion of the transcribed region. *P*-value was calculated with Fisher’s exact test between the proportion of expected transcribed region in 10000 times simulation and the observed proportions of the transcribed region of the off-target SNVs.

### Base-editor tool

To facilitate the design of sgRNAs for the whole gene used for base editors, we deployed the Base-Editor tool, including server-side and client-side (https://github.com/DiabloRex/BASE-Editor). Base-Editor tool designs all possible BE sgRNAs for whole exons of a given gene, not specific DNA sequences and can efficiently design a sgRNA library and predict the resulting amino acids for base-editing screening, instead of the simple and time-consuming method in our previous work^16^. These tools integrated off-target searching and scoring, efficiency evaluation, and editing target indication. For core algorithms, to search the sgRNAs, we used the genome fast file and genome annotation file to locate the sequence for PAM selection. Then, those sgRNAs are subjected to local Cas-OFFinder (http://www.rgenome.net/cas-offinder/) for off-target analysis. Efficiencies are evaluated by using principles of machine learning models^70^. Currently, the server-side tool only supports mouse and human genomes, and requires only your gene name or NCBI Ref Seq ID. Two predefined editing modes are presented for the usual design (ABE and CBE editors). The client-side tool includes all the functions of the server-side tool, it also comes with multiple modifiable editing parameters and user-defined genomes for sgRNA design, and will be much faster when running on a client machine. The server-side tool is coded in C# ASP.NET language, and the client-side tool is implemented in C#.

### Targeted deep sequencing

Genomic DNA extracted from embryos (E6.5 to E10.5) using TIANamp Micro DNA Kit. Target sites were amplified from extracted genomic DNA using Phanta® Max Super-Fidelity DNA Polymerase (Vazyme). PCR products were ligated with different barcodes and then pooled together. The libraries were obtained from adapter-modified PCR and sequenced on Illumina HiSeq X Ten (2×150 PE) at Annoroad Gene Technology Corporation, Beijing, China. Supplementary Data 9 contains a list of primers used in this study.

### Bisulphite sequencing

Genomic DNA (about 100 ng) from the E9.5 embryo was treated with the EZ DNA Methylation-Direct Kit (ZYMO research, Cat# D5020) following the manufacturer’s instructions. The recovery DNA products were subjected to amplify nested PCR. The bisulfite primers are listed in Supplementary Data 9. The amplified products were purified using the Universal DNA Purification Kit (TIANGEN) and cloned into a pMD19-T vector (Takara). For each sample, more than fifteen *E. coli* clones were picked up for stranded Sanger sequencing. The results were analyzed by the DNA methylation analysis tool (http://services.ibc.uni-stuttgart.de/BDPC/BISMA/).

### Whole-mount in situ hybridization

Embryos at E7.5 were dissected from the uteri and isolated from decidua in RNase-free PBS. Then the embryos were fixed in 4% paraformaldehyde overnight at 4 °C and dehydrated with different concentration gradients of methanol (25%, 50%, and 75%, diluted with PBST: PBS containing 0.1% Tween-20) and stored in 100% methanol at −20 °C. Rehydrated embryos were prehybridized with a prehybridization solution at 70 °C for 3 h and then hybridized with digoxigenin-labeled riboprobes, which were generated by in vitro transcription from a linearized temple using a DIG RNA Labelling Kit (Roche, Cat#11175025910), at 70 °C overnight. Then embryos were blocked with a blocking solution containing Anti-DIG antibody conjugated to alkaline phosphatase (Roche, Cat#11093274910) overnight at 4 °C. The embryos were stained in 20 μl/ml NBT/BCIP (Roche, Cat#11681451001) at room temperature and then soaked in 80% glycerine until they sank to the bottom. Embryos were photographed on an OLYMPUS SZX16 microscope.

### Generation of *Dnmt* triple knockout embryos through mating

The strains of *Stra8-Cre* and *Zp3-Cre* mice used in this study were FVB/N-Tg (*Stra8-Cre*)1Reb32^71^ and C57BL/6-TgN (*Zp3-Cre*) 93Knw33^72^, respectively. *Dnmt1*^2lox^, *Dnmt3a*^2lox^ and *Dnmt3b*^2lox^ mouse strains were described previously^73,74^. Owing to *Dnmt1* knockout will result in abnormal spermatogenesis, to inactivate all the three *Dnmt* genes in germ cells from the postnatal stage, we crossed *Dnmt1*^*f/+*^*/Dnmt3a*^*f/-*^*Dnmt3b*^*f/-*^;*Stra8-Cre* males with *Dnmt1*^*f/-*^*/Dnmt3a*^*f/-*^*Dnmt3b*^*f/-*^;*Zp3-Cre* females. *Stra8-Cre* mice express *Cre* in spermatogonia and *Zp3-Cre* mice express *Cre* exclusively in growing oocytes. In that way, 50% of offspring are *Dnmt*-null from the zygotic stage.

### LC-MS quantification of 5mC and 5hmC nucleosides

Purified genomic DNA was hydrolyzed enzymatically as described previously^75^. In brief, DNA was digested by nuclease P1 (Sigma, Cat#N8630) in the presence of 0.2 mM ZnSO_4_ and 20 mM NaAc (pH 5.3) at 55 °C for at least 1 h and then was dephosphorylated with calf intestinal alkaline phosphatase (CIAP, Takara, Cat#2250A) at 37 °C for an additional 3 h. The samples were cleaned up by spin dialysis (Nanosep with 10K omega, PALL). The nucleosides were resolved by HPLC (Agilent 1260) as previously described^76^. In brief, a Hypersil Gold aQ column (Thermo Fisher Scientific, 100 mm; particle size, 1.9 μm) was used with a gradient elution starting with 0.1% (v/v) formic acid in water (A) and adding acetonitrile (LC-MS grade) with 0.1% (v/v) formic acid (B) at 25 °C. 0-5 min: 100% A, 5–12.5 min: 100% A to 88% A; 12.5–14 min: to 0 % A; 14–16 min: 100% A, 16–19 min: 100% A. The HPLC eluent was analyzed on an Agilent 6495 triple quadrupole mass spectrometer using multiple-reaction monitoring in positive ion mode. Transitions for each nucleoside: deoxycytidine (dC): 228.1→112.1 m/z, dG (Sigma, Cat#D7145), 5mdC: 242.1→126.1 m/z, 5hmdC: 258.1→142.1. A detailed procedure and instrumentation for the LC-MS/MS analyses are described previously^76^. For quantifications, a series of concentrations of nucleoside standards, were run for every batch of experiments to obtain their corresponding standard curves. dG (Sigma, Cat#D7145), dC (Sigma, Cat#D3897), 5mdC (Cayman, Cat#16166), 5hmdC (Berry & Associates, Cat#PY-7588). The ratios of 5mdC/dG and 5hmdC/C, were subsequently calculated. Data were analyzed using Microsoft Excel and GraphPad Prism 7 software.

### Genome-wide methylation sequencing

The DNA methylation library experimental procedure was mainly modified from the previously published method^77,78^. After extraction of mouse embryo genomic DNA, 10 ng of DNA was taken as the starting material for DNA methylation library preparation. 0.1 ng lambda DNA for each sample was spiked into the sample to quantify the C-to-T conversion efficiency. The bisulfite treatment was performed using EZ-96 DNA Methylation-Direct MagPrep (Zymo, Cat#D5044) based on user instruction, and the sample was eluted in 19.5 μL H_2_O. To synthesize the first stand after bisulfite conversion, 2.5 μL 10× Blue buffer (TIANGEN), 2 μL 10 mM dNTP (TAKARA) and 1 μl 100 mM bio-P5-N6-Oligo1 (Z/5Biosg/CTACACGACGCTCTTCCGATCTNNNNNN) were added to the sample and the sample was incubated at 65 °C for 3 min Then 1μL Klenow exo^–^ (TIANGEN) was added and the sample was incubated at 4 °C for 5 min, +1 °C/15 sec to 37 °C, 37 °C for 30 min The random priming was repeated 4 times and the free-primer was removed by treating with Exo I (NEB). The biotin-labelled fragments were enriched using Dynabeads M280 Streptavidin beads (Invitrogen) with rotation at room temperature for 45 min. The second strand was synthesized using P7-N9-oligo2 (AGACGTGTGCTCTTCCGATCTNNNNNN) and Klenow exo^–^ (TIANGEN). The final PCR was performed using NEB pre-indexed primer, universal primer, and KAPA HiFi HotStart ReadyMix (KAPA) for 5 cycles. 300-800 bp PCR production was isolated using 2 % agarose gel electrophoresis. Sequencing was performed on the Illumina Nova Seq 6000 at the Novogene Bioinformatics Institute, Beijing, China.

### Data processing of WGBS

Trim_galore (v0.6.4) (https://github.com/FelixKrueger/TrimGalore) was used to remove low-quality reads and adaptor sequences. Reads pass quality control were mapped to the mm10 mouse genome using BitMapperBS (v1.0.2.2) in pair-end mode with parameters “—sensitive–pbat–unmapped_out” at first. Unmapped reads were output by samtools (v1.11) and mapped again by using BitMapperBS’s single-end mode. Aligned bam files were merged and sorted by samtools and the methylation information in MethylKit and bedGraph format were extracted by MethylDackel (v0.4.0) (https://github.com/dpryan79/MethylDackel) with default parameters. Bed format methylation files were generated by local scripts. The CpG sites coverage threshold used for DNA methylation estimation was 3X.

To calculate the global methylation level, the genome was divided into 1 kb tiles and the mean methylation levels of tiles (CpG sites number ≥ 3) were regarded as the global methylation level. To evaluate the reproducibility of our WGBS data, we used 1kb-tiled methylation levels to calculate Euclidean distance among all samples and performed hierarchical clustering, and the similarity between samples was defined as min-max normalized Euclidean distance reduced by 1. Genomic element annotations were downloaded from the UCSC genome browser. Promoters were defined as the 2 kb upstream to 2 kb downstream regions of the transcription start site (TSS), and the methylation levels of RefSeq gene bodies were calculated by the ‘computeMatrix’ function of deeptools (v3.4.3) in scale-regions mode. The average methylation levels of genomic elements were calculated using bedtools (v2.29.0), based on the methylation levels of those regions which covered at least 3 CpG sites. To compare our WGBS data with in vivo counterpart, data were downloaded from the GEO database with accession number (GSE76505^38^) and transformed to mm10 by UCSC binary tools ‘liftOver’. Hierarchical clustering of global methylation levels of ours and Zhang et al. was performed by the ‘hclust’ function from R, and visualized using iTOL (https://itol.embl.de).

Differentially methylated regions were found based on genomic elements, such as promoter, enhancer, and transposable elements. The methylation levels of each genomic element in each sample were calculated as described above, then the hypermethylated elements were defined as elements with methylation levels difference greater than 30% and *P*-value less than 0.05 in multiple t-tests.

### RNA-seq and analysis

The embryos (E6.5 and E7.5) of control, *Dnmt1-*KO, *Dnmt3a/3b-*DKO, and *Dnmt*-null were carefully collected from mouse decidua. The epiblast (Epi) and extraembryonic ectoderm (Exe) of embryos were quickly separated by needle and obtained the cDNA library according to the reported protocol^61^. Sequencing was performed on the Illumina Nova Seq 6000 at the Novogene Bioinformatics Institute, Beijing, China. Trim galore (v0.6.4) was used to quality control for raw fastq data. After that, clean reads were mapped to the mm10 genome by STAR (2.7.2b) with parameters “-quant Mode Transcriptome SAM Gene Counts” to output alignments translated into transcript coordinates in the bam files and read counts of each gene, which were then normalized to TPM (Transcript Per Millions) values. To ensure data quality, only replicates with Pearson’s correlation greater than 0.9 were retained for further analysis. Gene-level count matrices were imported and performed differential expression analysis by R package DESeq2 (v1.26.0). We used the R function ‘prcomp’ to perform PCA (Principle Components Analysis). Gene ontology enrichment analysis was performed by online tools at Metascape (http://metascape.org).

### Retrotransposons expression analysis

Retrotransposons expression analysis was described in detail in a previous work^31^. In detail, unique and multiple mapped reads were assigned to class and family levels UCSC RepeatMasker annotation using featureCounts (v2.0.0) package with parameters ‘-M–fraction’, which weight multimapping reads by total alignments. Differentially expressed retrotransposons were identified by DESeq2 (v1.26.0) with fold change > 2 and adjusted *P* value < 0.05. To quantify the influence of retrotransposons on the expression of nearby genes, genes located within 20 kb upstream and downstream of TEs were considered.

### CAS-seq and analysis

The preparation of the CAS-seq cDNA library mainly followed the published protocol^45^. Total RNA was extracted from embryos (E6.5 and E7.5) and AG-haESCs by using miRNeasy Micro Kit (QIAGEN, Cat#217084) according to the manufacturer’s instructions. The extracted RNA (100 pg) underwent the following steps to construct small RNA libraries: adapter ligation, first-strand cDNA synthesis, Cas9/sgRNA treatment, on-bead in vitro transcription, second RT, and PCR amplification, and gel purification. An Illumina NovaSeq 6000 System was used to sequence the small RNA libraries at the MingmaTechnologies Co., Ltd., China. The adapter sequences were removed from the 3’ end of the sequenced reads using the fastp (version 0.20.1) with parameters “-l 15–length_limit 40”. The remaining reads were mapped to the mouse genome (version GRCm38) using bowtie (version 1.2.1.1) first. The mapped reads were mapped again to the mature miRNA sequences annotated in miRbase (version 21), allowing −2 or +2 nt to be templated by the corresponding genomic sequence at the 3’ end to determine the expression level of each miRNA. The differential expression analysis of each miRNA was performed by R package DESeq2 (version 1.30.1)^79^. Deseq2 first normalized miRNA count by calculating size factors, then estimated and shrunk miRNA dispersion, finally fitted Negative Binomial GLM and calculated *P* value by Wald statistics. Since there are about 1300 expressed miRNAs (1972 annotated miRNAs in the mouse genome) in our sequencing data, to obtain more differentially expressed miRNAs, we cut off the log_2_ (FC)>0.5 and *P* value <0.05 were defined as significantly different expressed miRNAs as used in previous^80^.

### Statistical analysis

All experiments were independently repeated at least three times, giving similar results, and the findings of all key experiments were reliably reproduced. For the mouse experiments, we exceeded this sample size to confirm our results. The development and editing efficiency of this work was summarized in Supplementary Data 6. For all figures except for Supplementary Fig. 2f, the results shown are the average mean ± standard error of the mean (s.e.m). Statistical testing was performed using GraphPad Prism 7.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Supplementary Data 9

Reporting Summary

## Data Availability

The whole genome sequencing data of E11.5 embryos data generated in this study have been deposited in the NCBI Sequence Read Archive database under accession code PRJNA574624. The deep sequencing data are deposited in the Gene Expression Omnibus (GEO) under the accession code GSE188658. The genome-wide methylation sequencing and RNA sequencing data from this study have been deposited in the GSE162903. The small RNA sequencing data have been deposited in the GSE205563. The original data presented in graphs generated in this study are provided in the Source Data file. Some source data with this paper and have been deposited in the figshare database and are available at 10.6084/m9.figshare.22580038. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Base editing-mediated one-step inactivation of the Dnmt gene family reveals critical roles of DNA methylation during mouse gastrulation
**Source:** Nat Commun. 2023 May 22;14:2922. doi: 10.1038/s41467-023-38528-z
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**Title:** Supplementary Data 1

**Description:** Results of Blunt cloning and sequencing analysis of targeted *EGFP* and *Crygc* in the blastocysts.

**Title:** Supplementary Data 2

**Description:** Summary of SNVs, indels, and non-synonymous mutations identified by WGS.

**Title:** Supplementary Data 3

**Description:** The output of LC-MS quantification of 5mC and 5hmC nucleosides in *Tet* and *Dnmt* mutant embryos.

**Title:** Supplementary Data 4

**Description:** Blunt cloning and sequencing results of targeted *Tet* and *Dnmt* genes in the blastocysts derived after hA3A-eBE3-Y130F-mediated editing.

**Title:** Supplementary Data 5

**Description:** Deep sequencing analysis of *Tet*-TKO, *Dnmt1*-KO, *Dnmt3a/3b*-DKO, and *Dnmt*-null embryos.

**Title:** Supplementary Data 6

**Description:** Efficiencies of embryonic development and genome editing after IMGZ-treatment.

**Title:** Supplementary Data 7

**Description:** Deep sequencing analysis of *Tet* and *Dnmt* mutant embryos.

**Title:** Supplementary Data 8

**Description:** The quality control of WGBS data in this study.

**Title:** Supplementary Data 9

**Description:** Lists of primers and sgRNA sequences in this study.

How the deposited data were processed for this re-analysis (not part of the article)

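The CAS-seq tables of mature miRNAs were used, with 91 libraries, all of mouse. Of these, 88 were assigned to a condition from their labels and the methods: 62 of extraembryonic ectoderm (Exe) and epiblast (Epi) at 2 stages, and the rest of AG-haESCs and SC embryos. The remaining 3, from a cell line that the labels do not identify, were not compared with the others. An earlier copy of the main table, which numbers some replicates differently, holds the same counts and 2 more columns of no sample, and was not used. RNA-seq, bisulfite sequencing, embryo phenotypes and the list of miRNA genes with hypermethylated promoters were not used here.

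According to the methods, the authors trimmed the reads with fastp 0.20.1, aligned them with bowtie 1.2.1.1 to GRCm38 and assigned them to miRBase 21, and the deposited values are a count of reads per mature miRNA and library, with no normalization by the authors. The values are whole numbers. CPM, as defined by edgeR, was computed here from the deposited count and the library's total over all miRNAs of its table. A percent is a share of that total, also computed here and not by the authors. Log2 values are log2 fold changes or log2 CPM computed here from the deposited counts. Where a value is called normalized CPM, the total was multiplied by the TMM factor of edgeR. The paper states DESeq2 1.30.1 for its comparisons. The paper does not say whether molecular identifiers were used.

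Totals ranged from 45242 to 26970637 counts per library. Over the libraries of one condition, no pair looked like copies of one library. The lowest chi-squared per degree of freedom between replicates was 4.20 over 115 pairs, where the counting error alone gives about 1. A miRNA with at most 3 counts in every library of a group is treated as at the limit of detection. A fold against such a group is given as a bound against 3 counts, and a fitted value of a single miRNA there is named as such.

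The *Dlk1-Dio3* miRNAs are the mature miRNAs whose gene lies between *Dlk1* and *Dio3* on chromosome 12 in RefSeq of GRCm38.p6, the build the authors aligned to. GENCODE vM21 served only to compare the number of genes there, and its additional genes are not in the list. Of the mature miRNAs in the main table, 1462 were matched to a gene by name, and 111 lie in the locus. A list of 107 written from memory was tried in its place, and all 107 are among the 111.

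Counts were compared with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM normalization and the function filterByExpr by group with a count minimum of 10. All genotypes of one tissue and stage were fitted together, as were the AG-haESCs, the SC embryos at E6.5 of the main table, the DKO and DKO;*Dnmt*-null SC embryos, and the SC embryos at E7.5. A miRNA passed with an absolute log2 fold change above 0.5 and an unadjusted p under 0.05, the paper's thresholds, and the number with a Benjamini-Hochberg adjusted p under 0.05 is given beside it. Standard errors (SE) were derived from the log2 fold change and the F statistic. For the locus as a set, the directional test of fry (limma 3.58.1) was used on the same model, adjusted over the 20 embryo comparisons or the 6 others. Mean log2 CPM per library used a prior count of 2. Groups of single values were compared with exact two-sided permutation tests. Libraries were clustered with average linkage, and variance was divided with PERMANOVA in vegan 2.7.1.

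The tests, the sample groups, most alternatives and the rule for naming miRNAs were set before the data were examined. The rule names each mature miRNA the paper names in its small RNA results, miRNAs of other imprinted loci, and, in each comparison of *Dnmt*-null with control embryos, the 3 largest changes with an adjusted p under 0.05 whose libraries do not overlap. The alternatives were DESeq2 1.42.0, RLE normalization, TMM factors without the *Dlk1-Dio3* miRNAs, no filter on low counts, a mean of at least 10 counts, a model of only the compared groups, replicate number as a block, the other list, adjusted p-values, and leaving out each library. Clustering was repeated with a prior count of 0.5, Spearman correlation, complete linkage and all miRNAs. Thinning to the smallest library, the share of counts on the locus, 6 clusters and PERMANOVA within a tissue and stage were added after seeing the data. Where single miRNAs outside the rule are named, as those higher against all 3 genotypes and those of the closing part, they were chosen after their values were seen.

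The edgeR procedure was tested on simulated data, in which 200 miRNAs were changed 4-fold in counts resembling 4 of the comparisons. At the unadjusted threshold, it recovered 82.7% of the changed miRNAs tested for E6.5 Epi, 68.8% for E7.5 Epi, 65.2% for E7.5 Exe and 88.8% for SC embryos at E6.5. Of the unchanged miRNAs, 6.03%, 5.58%, 6.10% and 3.60% passed, and with adjusted p-values 1.01%, 0.698%, 0.796% and 1.08%. An unchanged set of 60 miRNAs had an unadjusted fry p of 0.0489, 0.321, 3.97e-04 and 0.302, where the median estimate over all unchanged miRNAs was -0.13, -0.051, -0.12 and -0.095 on the log2 scale. The set test is therefore read beside the median of the other miRNAs.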

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

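The tests of differences between tissues and stages after thinning, those on few distinct molecules and on low yield, those of the level of *miR-483* and the form of the thinning tests of *miR-6240* and *miR-881-5p* were chosen only after the result was seen, and the criterion for the first replaced an earlier one, on the p alone, after its values were seen. The predictions of the other tests were written after the patterns were seen but before the results of these tests.

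Of 70 sets of 4 libraries, counted once for each measure, examined for a library far from the others, 2 had one, where about 1 in 20 is what chance gives. In the first, the mean log2 CPM over the *Dlk1-Dio3* miRNAs was 7.85 in E6.5 Epi *Dnmt*-null replicate 1 and 9.22 to 9.39 in the others. It is also the library with the fewest counts. A lower library size alone is argued against by thinning all libraries of the group to 45242 counts, after which the gap to the nearest library still took 0.855 of the range, above the critical value of Dixon's test. At this equal depth, 194 miRNAs outside the locus were detected in it against up to 405 in the others, each of which had at least 175 more. This is consistent with a library made from few distinct RNA molecules. The share of counts on the locus was 24.4% in it, within the 23.6 to 31.1% of the other *Dnmt*-null libraries. Its low mean log2 CPM therefore does not mean that the locus as a whole had a smaller share. Any other biological difference of these embryos was not tested and stays open.

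In the second, log2 CPM of *miR-483-3p* was 7.56 in E7.5 Epi *Dnmt3a/3b*-DKO replicate 1 and 8.67 to 8.84 in the others. After thinning to 882430 counts, the gap still took 0.886 of the range, which argues against the library size as its cause. No other explanation was tested.

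The change from control to *Dnmt*-null embryos was compared between tissues and between stages for the *Dlk1-Dio3* miRNAs, the *Sfmbt2* cluster, *let-7b-5p*, *miR-296-3p* and both arms of *miR-483*, 24 interactions in all, of which 8 had an adjusted p under 0.05. For the *Dlk1-Dio3* miRNAs, the difference of E6.5 Epi from E6.5 Exe was -0.46 on the log2 scale (adjusted p 0.0432). After thinning to the smallest library it was -0.25, with a median p of 0.300 and draws from 0.0334 to 0.364, so a difference in library size stays open. E6.5 Epi *Dnmt*-null replicate 1, the deviating library above, is in this comparison. For *let-7b-5p*, the difference of E6.5 Epi from E6.5 Exe was 4.96 (adjusted p 0.0393), and after thinning 8.23, with a median p of 7.48e-04 and draws up to 0.0275. In the smallest library 3 counts are 66.3 CPM, while the E6.5 Epi controls had a mean of 18.0 normalized CPM. The thinned fold is therefore fitted against counts near 0, and thinning does not decide on the library size. The value in E6.5 Epi rests on replicate 2, without which it was 1.00 in place of 3.48, and a single deviating library remains a candidate explanation.

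The *Sfmbt2* cluster (the families *miR-297*, *miR-466*, *miR-467* and *miR-669*) changed in E7.5 Epi, with a median log2 fold change of 1.40 over 42 miRNAs (24 higher and 0 lower at the thresholds, adjusted p 0.0112 from fry). It was -0.71 over 34 in E6.5 Epi, -0.018 in E7.5 Exe and -0.093 in E6.5 Exe. The difference of E7.5 Epi from E7.5 Exe was 1.53 (adjusted p 0.0393) and that from E6.5 Epi 2.52 (adjusted p 0.00233). Thinning to the smallest library left a median p of 0.0032 for the second, against the library size as its cause. The first was 1.58 at equal depth, no smaller than before, with a median p of 0.0263, but draws reached 0.066, so the p was not under 0.05 in each draw and the library size is not excluded for it. The change itself was 1.48 in E7.5 Epi and -0.69 in E6.5 Epi after thinning within the tissue, close to its size without it. Reads shared between members of these families were not tested.

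Exe tissue in the Epi libraries was tested with the 20 miRNAs outside the cluster that are most enriched in Exe over Epi in the controls of the other stage. In E7.5 Epi, all 20 were tested, with a median log2 fold change of -1.19, opposite to the cluster, which argues against more Exe tissue in the *Dnmt*-null libraries. In E6.5 Epi, 9 were tested, with 1.31 against the fall of the cluster, too few to decide. In E7.5 Epi, the cluster was also higher in *Dnmt3a/3b*-DKO (0.82, adjusted p 0.0391) and in *Dnmt1*-KO embryos (0.41, adjusted p 0.245). In E6.5 Epi, it fell further in *Dnmt1*-KO (-1.53, 18 lower, adjusted p 0.165) and *Dnmt3a/3b*-DKO embryos (-1.11, 6 lower, adjusted p 0.119) than in *Dnmt*-null embryos (3 lower, adjusted p 0.368). In E7.5 Exe, the medians were -0.29 and -0.22. The 3 genotypes are compared with the same controls, whose own deviation was not tested. It stays open, as does an effect of the genotype that depends on the stage.

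*miR-483* lies in the *Igf2* gene. Its log2 fold change differed between E7.5 Epi and E7.5 Exe by -8.22 for the 3p arm (adjusted p 0.00466) and -8.01 for the 5p arm (adjusted p 0.00886). After thinning, the differences were -4.11 and -3.91, with median p 0.0492 and 0.0652, which is consistent with a difference in library size as a source of part of it. All E7.5 Epi *Dnmt*-null libraries had 0 counts of both arms, and a fitted fold against 0 has no lower limit. Between E7.5 Epi and E6.5 Epi, the 3p arm differed by -8.62 (adjusted p 0.016; after thinning, median p 0.0734), which stays open, and the 5p arm by -12.28 (adjusted p 1.15e-05; after thinning, median p 3.46e-05), where thinning argues against the library size. The 5p value of E6.5 Epi, 0.74, rests on *Dnmt*-null replicate 1, and the fitted value was -2.80 without it.

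In E6.5 Epi, *miR-6240* was higher in *Dnmt*-null embryos than in controls by a log2 fold change of 4.73, and *miR-881-5p* by a fitted 4.71, where the controls are at the limit of detection and the bound is 18.9-fold. The text of the paper names neither. The counts of *miR-6240* were 49, 6, 24 and 5 in the *Dnmt*-null libraries (1083, 53.2, 360.1 and 40.6 CPM), against at most 19.6 CPM in the controls, and those of *miR-881-5p* were 25, 14, 1 and 1. Both therefore rest on few reads. Without replicate 1, the fitted changes were 3.36 and 3.08. Thinning, without a filter on low counts, left unadjusted p-values of 2.73e-05 and 2.02e-04 as medians of 5 draws. At the depth of the smallest library, 3 counts are 66.3 CPM, above the level of each control. The thinned folds are therefore against counts near 0, and thinning does not decide on the library size. RNA carried into libraries of low yield was examined over the 24 E6.5 libraries of the other genotypes. For *miR-6240*, Spearman's rho of CPM with the total count was -0.192 (permutation p 0.365, adjusted 0.729) and Pearson's r on the log2 scale -0.196 (permutation p 0.357), or 0.0576 without the 2 libraries whose totals are farthest from the median. For *miR-881-5p*, rho was -0.0536 (p 0.802, adjusted 0.802) and r 0.0535 (p 0.804), or -0.255 without 2. The sign of r changed without these 2 libraries in both cases. Few of the 24 libraries are as small as the *Dnmt*-null ones, so low yield and genotype cannot be told apart here, and a biological cause was not tested. *miR-6240* was also at 852 CPM in E6.5 Exe control replicate 1, the smallest of the 24.

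In the AG-haESC libraries labelled *Mir*-6KO, 79 of 91 *Dlk1-Dio3* miRNAs were higher than in DKO-AG-haESCs, with a median log2 fold change of 5.76 (5.39 with miRNAs at the limit set to their bound), against -1.31 over the other miRNAs, and *miR-127-3p* and *miR-541-5p*, whose genes the paper deletes, were among the higher ones. The library size is argued against by a median of 5.68 after thinning. RNA of embryos in place of AG-haESCs was tested with the Spearman correlation across 810 miRNAs outside the locus, which are not independent replicates. It was 0.738 and 0.718 with DKO-AG-haESCs, 0.857 and 0.843 with control SC embryos at E7.5 and 0.849 and 0.848 with E7.5 Epi controls, higher by 0.122 for SC embryos than for the cells. This is consistent with RNA of embryos under this label, a mislabelled sample, or cells that had differentiated, which were not told apart. The E6.5 and E7.5 comparisons of SC embryos do not use these libraries.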

How the results depend on the processing

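Thinning, the 6 clusters and the limit within which the adjusted Rand index counted as unchanged were chosen only after the results were seen. Comparisons are named by tissue, stage and the genotype that *Dnmt*-null embryos were compared with, unless another genotype is named, and the value of the original analysis follows in brackets. Over the alternatives, 794 of 963 values of counts, medians and clustering kept direction and side of the threshold or stayed within the spread. The other 169 did not (104 moved, 18 changed or lost their sign, 23 became stronger and 24 weaker). For the named miRNAs, 603 of 682 were kept and 79 were not (21 changed sign, 23 became stronger and 35 weaker). The list of *Dlk1-Dio3* miRNAs written from memory changed none of 44 values. Apart from the stricter rule of adjusted p-values, the cause was not tested for any change below.

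With a Benjamini-Hochberg adjusted p in place of the unadjusted p, a stricter rule by construction, the number of miRNAs past the thresholds was 2 (49) in E6.5 Exe against control, 0 (14) in E6.5 Exe against *Dnmt1*-KO, 0 (6) in E6.5 Exe against *Dnmt3a/3b*-DKO, 53 (106) in E6.5 Epi against control, 8 (74) in E6.5 Epi against *Dnmt1*-KO, 5 (64) in E6.5 Epi against *Dnmt3a/3b*-DKO, 59 (116) in E7.5 Exe against control, 7 (89) in E7.5 Exe against *Dnmt1*-KO, 23 (57) in E7.5 Exe against *Dnmt3a/3b*-DKO, 62 (131) in E7.5 Epi against *Dnmt1*-KO, 104 (160) in AG-haESC DKO against WT, 1 (60) in SC DKO against WT, 7 (87) in SC *Dnmt*-null against WT and 18 (63) in SC *Mir*-6KO;*Dnmt*-null against control. The number of *Dlk1-Dio3* miRNAs past the thresholds was 1 (11) in E6.5 Exe against control, 0 (2) in E6.5 Exe against *Dnmt1*-KO, 0 (1) in E6.5 Exe against *Dnmt3a/3b*-DKO, 11 (18) in E6.5 Epi against control, 1 (12) in E6.5 Epi against *Dnmt1*-KO, 3 (21) in E6.5 Epi against *Dnmt3a/3b*-DKO, 13 (27) in E7.5 Exe against control, 0 (10) in E7.5 Exe against *Dnmt1*-KO, 2 (8) in E7.5 Exe against *Dnmt3a/3b*-DKO, 5 (10) in E7.5 Epi against *Dnmt1*-KO, 0 (4) in SC DKO against WT, 0 (2) in SC *Dnmt*-null against WT, 6 (10) in SC DKO;*Dnmt*-null against DKO and 1 (5) in SC *Mir*-6KO;*Dnmt*-null against control.

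With DESeq2 in place of edgeR, the number of *Dlk1-Dio3* miRNAs past the thresholds was 17 (11) in E6.5 Exe against control, 5 (2) in E6.5 Exe against *Dnmt1*-KO, 50 (30) in E7.5 Epi against *Dnmt3a/3b*-DKO, 11 (4) in SC DKO against WT and 4 (2) in SC *Dnmt*-null against WT. The number of miRNAs past the thresholds was 13 (6) in E6.5 Exe against *Dnmt3a/3b*-DKO. The *Dlk1-Dio3* median moved to 0.68 (0.52) in E7.5 Epi against *Dnmt3a/3b*-DKO, -3.93 (-4.31) in AG-haESC DKO against WT and 5.99 (5.76) in AG-haESC *Mir*-6KO against DKO. With RLE normalization in place of TMM, the *Dlk1-Dio3* median newly passed the set test at 0.58 (0.52) in E6.5 Exe against control, 0.39 (0.42) in E6.5 Epi *Dnmt1*-KO against control and 0.35 (0.34) in E7.5 Exe *Dnmt3a/3b*-DKO against control. The number of *Dlk1-Dio3* miRNAs past the thresholds was 4 (2) in E6.5 Exe against *Dnmt1*-KO and 49 (30) in E7.5 Epi against *Dnmt3a/3b*-DKO. The *Dlk1-Dio3* median changed sign at -0.0037 (0.030) in SC DKO against WT.

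With TMM factors computed without the *Dlk1-Dio3* miRNAs, the number of *Dlk1-Dio3* miRNAs past the thresholds was 22 (11) in E6.5 Exe against control, 9 (2) in E6.5 Exe against *Dnmt1*-KO, 13 (8) in E7.5 Exe against *Dnmt3a/3b*-DKO, 57 (30) in E7.5 Epi against *Dnmt3a/3b*-DKO and 5 (2) in SC *Dnmt*-null against WT. The *Dlk1-Dio3* median newly passed the set test at 0.79 (0.52) in E6.5 Exe against control, 0.61 (0.42) in E6.5 Epi *Dnmt1*-KO against control and 0.43 (0.34) in E7.5 Exe *Dnmt3a/3b*-DKO against control. The number of miRNAs past the thresholds was 10 (6) in E6.5 Exe against *Dnmt3a/3b*-DKO. The log2 fold change of *miR-296-3p* changed sign at 0.20 (-0.11) in E7.5 Epi against control. The *Dlk1-Dio3* median changed sign at -0.0076 (0.033) in SC *Mir*-6KO;*Dnmt*-null against control. These factors raised the median log2 fold change over all miRNAs by 0.26 in E6.5 Exe against control, 0.15 in E6.5 Exe against *Dnmt1*-KO, 0.11 in E6.5 Exe against *Dnmt3a/3b*-DKO, 0.14 in E6.5 Exe *Dnmt1*-KO against control, 0.16 in E6.5 Exe *Dnmt3a/3b*-DKO against control, 0.11 in E6.5 Epi against control, 0.17 in E6.5 Epi *Dnmt1*-KO against control, 0.17 in E7.5 Exe against control, 0.14 in E7.5 Exe *Dnmt1*-KO against control, 0.33 in E7.5 Epi against control, 0.27 in E7.5 Epi against *Dnmt3a/3b*-DKO, 0.33 in E7.5 Epi *Dnmt1*-KO against control, 0.18 in AG-haESC DKO against WT, 0.29 in AG-haESC *Mir*-6KO against DKO and 0.14 in SC *Dnmt*-null against WT. RLE normalization raised it by 0.16 in E7.5 Epi against *Dnmt3a/3b*-DKO, 0.37 in AG-haESC DKO against WT and 0.22 in AG-haESC *Mir*-6KO against DKO and DESeq2 by 0.15 in E7.5 Epi against *Dnmt3a/3b*-DKO, 0.37 in AG-haESC DKO against WT and 0.22 in AG-haESC *Mir*-6KO against DKO, so changes under these settings come with a shift of the whole profile. The split by direction moved with it, to 163 higher and 86 lower in E7.5 Epi against control and 84 higher and 33 lower in E7.5 Exe against control. Under RLE normalization, it was 81 higher and 62 lower in E7.5 Epi against *Dnmt3a/3b*-DKO and 87 higher and 101 lower in AG-haESC DKO against WT.

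With no filter on low counts, the number of miRNAs past the thresholds was 74 (49) in E6.5 Exe against control, 58 (14) in E6.5 Exe against *Dnmt1*-KO, 33 (6) in E6.5 Exe against *Dnmt3a/3b*-DKO, 115 (60) in SC DKO against WT and 131 (87) in SC *Dnmt*-null against WT. The number of *Dlk1-Dio3* miRNAs past the thresholds was 17 (11) in E6.5 Exe against control, 5 (2) in E6.5 Exe against *Dnmt1*-KO, 9 (18) in E6.5 Epi against control, 12 (21) in E6.5 Epi against *Dnmt3a/3b*-DKO, 47 (30) in E7.5 Epi against *Dnmt3a/3b*-DKO, 7 (4) in SC DKO against WT and 7 (2) in SC *Dnmt*-null against WT. The *Dlk1-Dio3* median newly passed the set test at 0.66 (0.52) in E6.5 Exe against control. The *Dlk1-Dio3* median changed sign at -0.014 (0.29) in E6.5 Epi against control and fell to 0 (0.012) in E7.5 Exe against *Dnmt1*-KO. The *Dlk1-Dio3* median no longer passed the set test at 0.32 (0.49) in E6.5 Epi against *Dnmt3a/3b*-DKO and 0.50 (0.54) in E7.5 Exe *Dnmt1*-KO against control. The log2 fold change of *miR-296-3p* changed sign at 0.032 (-0.11) in E7.5 Epi against control. With the filter set to a mean of at least 10 counts, the *Dlk1-Dio3* median newly passed the set test at 0.50 (0.52) in E6.5 Exe against control, 0.42 (0.29) in E6.5 Epi against control and 0.41 (0.42) in E6.5 Epi *Dnmt1*-KO against control. The *Dlk1-Dio3* median changed sign at 0.075 (-0.012) in E6.5 Epi against *Dnmt1*-KO and 0.056 (-0.095) in E6.5 Epi *Dnmt3a/3b*-DKO against control.

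With a model of only the 2 groups compared, the *Dlk1-Dio3* median newly passed the set test at 0.59 (0.52) in E6.5 Exe against control, 0.41 (0.29) in E6.5 Epi against control, 0.47 (0.42) in E6.5 Epi *Dnmt1*-KO against control, 0.34 (0.34) in E7.5 Exe *Dnmt3a/3b*-DKO against control and 0.16 (0.030) in SC DKO against WT. The number of *Dlk1-Dio3* miRNAs past the thresholds was 8 (2) in E6.5 Exe against *Dnmt1*-KO, 2 (1) in E6.5 Exe against *Dnmt3a/3b*-DKO, 9 (21) in E6.5 Epi against *Dnmt3a/3b*-DKO and 0 (2) in SC *Dnmt*-null against WT. The number of miRNAs past the thresholds was 24 (6) in E6.5 Exe against *Dnmt3a/3b*-DKO, 26 (64) in E6.5 Epi against *Dnmt3a/3b*-DKO, 37 (89) in E7.5 Exe against *Dnmt1*-KO and 41 (87) in SC *Dnmt*-null against WT. The *Dlk1-Dio3* median changed sign at 0.089 (-0.012) in E6.5 Epi against *Dnmt1*-KO and -0.013 (0.012) in E7.5 Exe against *Dnmt1*-KO. The *Dlk1-Dio3* median no longer passed the set test at 0.20 (0.29) in SC *Dnmt*-null against WT.

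Replicate number was tried as a block, although the numbers do not pair the samples. Across libraries of 1 number, the deviations from the group means had a median correlation between -0.0252 and 0.170 over the models, and in each model at least 1 pair was below 0.1. With the block, 11 of 107 results changed. The counts, medians and the sign that did were 0.50 (0.52) for the *Dlk1-Dio3* median in E6.5 Exe against control, 10 (6) for the number of miRNAs past the thresholds in E6.5 Exe against *Dnmt3a/3b*-DKO, 0.47 (0.49) for the *Dlk1-Dio3* median in E6.5 Epi against *Dnmt3a/3b*-DKO, 0.51 (0.54) for the *Dlk1-Dio3* median in E7.5 Exe *Dnmt1*-KO against control, 1.68 (-0.58) for the *let-7b-5p* log2 fold change in E7.5 Epi against *Dnmt1*-KO, 2 (4) for the number of *Dlk1-Dio3* miRNAs past the thresholds in SC DKO against WT and 0.10 (0.10) for the *Dlk1-Dio3* median in SC DKO;*Dnmt*-null against DKO. *let-7b-5p* no longer passed in E6.5 Epi against control and against *Dnmt1*-KO. It newly passed in E7.5 Exe against control, and *miR-296-3p* newly passed as lower in E7.5 Epi against *Dnmt1*-KO.

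Clustering on all miRNAs with at least 1 count gave an adjusted Rand index with tissue and stage of -0.00159 (0.471), while a prior count of 0.5, Spearman correlation and complete linkage left both indices unchanged. Thinned to the smallest library, the *Dlk1-Dio3* median against control was 0.58 in E6.5 Exe and 0.48 in E6.5 Epi. The median unadjusted p of fry was 0.00527 (0.0286 without thinning) and 3.09e-05 (0.0601). Few counts per library limit what the E6.5 libraries can show, since a miRNA below the limit of the smallest library is not seen in it.

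Fits that each left out 1 library gave these ranges, with the replicate left out named by genotype and number. The number of *Dlk1-Dio3* miRNAs past the thresholds ranged from 10 (without *Dnmt*-null 1) to 17 (without control 3) in E6.5 Exe against control, from 2 (without *Dnmt1*-KO 3) to 7 (without *Dnmt1*-KO 1) in E6.5 Exe against *Dnmt1*-KO, from 0 (without *Dnmt3a/3b*-DKO 2) to 2 (without *Dnmt3a/3b*-DKO 1) in E6.5 Exe against *Dnmt3a/3b*-DKO, from 7 (without *Dnmt1*-KO 3) to 13 (without *Dnmt*-null 3) in E6.5 Epi against *Dnmt1*-KO, from 4 (without *Dnmt3a/3b*-DKO 2) to 22 (without *Dnmt3a/3b*-DKO 1) in E6.5 Epi against *Dnmt3a/3b*-DKO, from 4 (without *Dnmt3a/3b*-DKO 3) to 10 (without *Dnmt3a/3b*-DKO 4) in E7.5 Exe against *Dnmt3a/3b*-DKO, from 1 (without DKO 1) to 20 (without WT 1) in SC DKO against WT, from 0 (without *Dnmt*-null 2) to 12 (without WT 3) in SC *Dnmt*-null against WT and from 3 (without control 3) to 7 (without *Mir*-6KO;*Dnmt*-null 3) in SC *Mir*-6KO;*Dnmt*-null against control. The *Dlk1-Dio3* median ranged from 0.50 (without *Dnmt*-null 1) to 0.72 (without *Dnmt*-null 3) in E6.5 Exe against control, from 0.21 (without control 1) to 0.42 (without *Dnmt*-null 1) in E6.5 Epi against control, from -0.19 (without *Dnmt*-null 3) to 0.041 (without *Dnmt*-null 1) in E6.5 Epi against *Dnmt1*-KO, from 0.22 (without *Dnmt3a/3b*-DKO 2) to 0.59 (without *Dnmt3a/3b*-DKO 1) in E6.5 Epi against *Dnmt3a/3b*-DKO, from 0.33 (without *Dnmt1*-KO 2) to 0.50 (without control 3) in E6.5 Epi *Dnmt1*-KO against control, from -0.19 (without *Dnmt3a/3b*-DKO 1) to 0.036 (without *Dnmt3a/3b*-DKO 4) in E6.5 Epi *Dnmt3a/3b*-DKO against control, from 0.34 (without control 2) to 0.46 (without control 1) in E7.5 Exe against control, from -0.079 (without *Dnmt*-null 4) to 0.063 (without *Dnmt1*-KO 4) in E7.5 Exe against *Dnmt1*-KO, from 0.34 (without *Dnmt1*-KO 4) to 0.58 (without control 1) in E7.5 Exe *Dnmt1*-KO against control, from 0.29 (without *Dnmt3a/3b*-DKO 1) to 0.43 (without control 1) in E7.5 Exe *Dnmt3a/3b*-DKO against control, from 5.53 (without *Mir*-6KO 1) to 5.93 (without DKO 2) in AG-haESC *Mir*-6KO against DKO, from -0.0095 (without WT 1) to 0.14 (without DKO 3) in SC DKO against WT, from 0.25 (without WT 1) to 0.34 (without *Dnmt*-null 1) in SC *Dnmt*-null against WT, from 0.073 (without DKO 2) to 0.11 (without DKO;*Dnmt*-null 2) in SC DKO;*Dnmt*-null against DKO and from -0.032 (without *Mir*-6KO;*Dnmt*-null 1) to 0.11 (without control 1) in SC *Mir*-6KO;*Dnmt*-null against control. The log2 fold change of *miR-296-3p* ranged from -0.54 (without control 1) to 0.31 (without control 4) in E6.5 Exe against control, from -0.30 (without *Dnmt*-null 4) to 0.069 (without *Dnmt3a/3b*-DKO 4) in E6.5 Exe against *Dnmt3a/3b*-DKO, from -0.34 (without *Dnmt1*-KO 3) to 0.16 (without *Dnmt*-null 1) in E6.5 Epi against *Dnmt1*-KO and from -0.37 (without *Dnmt*-null 3) to 0.073 (without *Dnmt*-null 1) in E7.5 Epi against control. The number of miRNAs past the thresholds ranged from 9 (without *Dnmt1*-KO 3) to 27 (without *Dnmt1*-KO 1) in E6.5 Exe against *Dnmt1*-KO, from 5 (without *Dnmt3a/3b*-DKO 2) to 11 (without *Dnmt3a/3b*-DKO 4) in E6.5 Exe against *Dnmt3a/3b*-DKO, from 29 (without DKO 3) to 114 (without WT 1) in SC DKO against WT and from 60 (without *Dnmt*-null 2) to 140 (without WT 3) in SC *Dnmt*-null against WT. The log2 fold change of *let-7b-5p* ranged from -1.83 (without *Dnmt*-null 3) to 0.85 (without *Dnmt1*-KO 4) in E6.5 Exe against *Dnmt1*-KO, from -0.87 (without *Dnmt*-null 2) to 2.01 (without *Dnmt*-null 4) in E6.5 Epi against *Dnmt3a/3b*-DKO, from -0.18 (without *Dnmt*-null 3) to 0.93 (without *Dnmt1*-KO 3) in E7.5 Exe against *Dnmt1*-KO, from -0.10 (without *Dnmt*-null 3) to 2.47 (without *Dnmt3a/3b*-DKO 2) in E7.5 Exe against *Dnmt3a/3b*-DKO, from -0.88 (without *Dnmt*-null 2) to 2.88 (without control 3) in E7.5 Epi against control, from -2.67 (without *Dnmt*-null 2) to 2.41 (without *Dnmt1*-KO 3) in E7.5 Epi against *Dnmt1*-KO and from -0.62 (without *Mir*-6KO;*Dnmt*-null 2) to 0.40 (without *Mir*-6KO;*Dnmt*-null 1) in SC *Mir*-6KO;*Dnmt*-null against control. The log2 fold change of *miR-483-5p* ranged from -2.80 (without *Dnmt*-null 1) to 1.17 (without *Dnmt*-null 2) in E6.5 Epi against control.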

Differences from the paper's values

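No test in this part was chosen only after the result was seen. In DKO-AG-haESCs against WT-AG-haESCs, 0 *Dlk1-Dio3* miRNAs were higher, against the paper's about 2, in Fig. 7e, read by eye. None of the 15 alternatives set before the data were examined closed the gap.

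In SC embryos from DKO-AG-haESCs against those from WT cells, 4 were lower, against the paper's about 17, in Fig. 7f, read by eye. Of 15 alternatives set before the data were examined, only leaving out WT replicate 1 came within the limits of the paper's value (17), and the others, down to 0, did not. In the same comparison, 0 were higher, against the paper's about 3, in Fig. 7f, read by eye. The gap closed with DESeq2 (2), with no filter on low counts (3) and without WT replicate 1 (3), 2 (2) or 3 (3), and not with the other 10.

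A paired test across the *Dlk1-Dio3* miRNAs, the paper's unit for Fig. 7g and i, gave p 2.37e-07 for *Dnmt*-null against WT SC embryos, against the paper's about 0.00046, in Fig. 7g, read by eye. The alternatives gave 4.08e-09 to 0.00123, on both sides of the paper's value. None of the 10 set before the data were examined came close to it, but all of them, like the paper's value, are under 0.05. For *Mir*-6KO;*Dnmt*-null against control SC embryos, the p was 0.368, against the paper's about 0.091, in Fig. 7i, read by eye. The alternatives gave 0.0151 to 0.877, and none of the 9 closed the gap.

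The paper states that the samples fall into groups by tissue and stage. Here the clusters followed tissue but not stage, with an adjusted Rand index of 0.471, and no alternative raised it. Some of the 4 clusters were single libraries, so this cut could not show a group for each tissue and stage. In the PERMANOVA, stage accounted for 11.7% of the variance (p 0.001). The index therefore does not exclude a separation by stage within a tissue. The paper states that most *Dlk1-Dio3* miRNAs are higher in *Dnmt*-null embryos than in control and *Dnmt3a/3b*-DKO embryos. Here at most 40 of 98 tested were higher at the thresholds against controls (E7.5 Epi), and at most 30 against *Dnmt3a/3b*-DKO. Under TMM factors computed without the locus, 57 were higher in E7.5 Epi against *Dnmt3a/3b*-DKO and 57 against controls. With DESeq2, RLE normalization or no filter on low counts, the number against *Dnmt3a/3b*-DKO in E7.5 Epi was also larger. Signs without the thresholds are given in the order E6.5 Exe, E6.5 Epi, E7.5 Exe and E7.5 Epi. Against controls, the log2 fold change was positive for 56 of 71, 51 of 80, 77 of 94 and 80 of 98. Against *Dnmt3a/3b*-DKO, it was positive for 55, 65, 57 and 85 of them.

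The paper states that *let-7b-5p* and *miR-296-3p* are higher in all *Dnmt*-null embryos than in controls. Here *let-7b-5p* passed the thresholds only in E6.5 Epi and had a negative log2 fold change of -1.78 in E6.5 Exe, and *miR-296-3p* passed only in E7.5 Exe and was at -0.30 in E6.5 Exe and -0.11 in E7.5 Epi. In E7.5 Exe against controls, *let-7b-5p* also passed with DESeq2 (2.15), TMM factors without the locus (2.31), no filter on low counts (2.11), only the compared groups (2.16), without control replicate 2 (2.62) and without *Dnmt*-null replicate 2 (2.38). *miR-296-3p* also passed in E6.5 Epi without *Dnmt*-null replicate 1 (0.86).

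The paper states that the 6 miRNAs it deletes are commonly higher in *Dnmt*-null embryos than in the 3 other genotypes. Here *miR-127-3p*, *miR-409-5p*, *miR-540-3p* and *miR-541-5p* passed against all 3 genotypes in E6.5 Epi, and *miR-369-3p* in E7.5 Epi. None of the 6 did so in E6.5 Exe or E7.5 Exe, and *let-7b-5p* and *miR-409-3p* did so in no tissue and stage. *let-7b-5p* passed in 2 of 12 comparisons. Against *Dnmt3a/3b*-DKO, *let-7b-5p* passed in E7.5 Exe only without *Dnmt3a/3b*-DKO replicate 2 (2.47), and in E7.5 Epi with no filter on low counts (2.52) and with only the compared groups (2.46). With replicate number as a block, it passed against controls in E7.5 Exe (2.45).

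The paper states that SC embryos from DKO-AG-haESCs suppress these miRNAs compared with those from WT cells. Here their median log2 fold change was 0.030. It was negative under RLE normalization and without WT replicate 1, near 0 in both. The paper states a nearly complete suppression of these miRNAs by the deletions in *Dnmt*-null SC embryos, and its Fig. 7i sets these embryos beside control SC embryos. Here the median between the same groups was 0.033, with a share of 23.2% of all counts in the former and 24.1% in the latter. A suppression relative to *Dnmt*-null SC embryos without the deletions could not be examined, since none at E7.5 were analysed here. The paper states that *let-7b-5p* rises in DKO;*Dnmt*-null SC embryos. Here it was removed by the low-count filter and not tested in that comparison, and its CPM in 2 of the 3 DKO;*Dnmt*-null libraries was above each DKO library, which come from another table.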

Other observations

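The tests of *miR-483*, thinning and the share of counts were chosen only after the results they examine were seen. For thinning and the share without the most abundant miRNA, the outcome that each explanation requires was written down before their own values were seen.

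The libraries of each comparison were split in every other way into groups of the same sizes, and the splits that gave at least as many miRNAs past the thresholds as the real one, itself included, were counted. Against control, *Dnmt1*-KO and *Dnmt3a/3b*-DKO embryos, these were E6.5 Exe 1, 17 and 14; E6.5 Epi 1, 1 and 1; E7.5 Exe 1, 4 and 2; E7.5 Epi 1, 1 and 1 of 35 splits (10 for E7.5 Epi against control). For the *Dlk1-Dio3* miRNAs they were E6.5 Exe 1, 13 and 12; E6.5 Epi 1, 1 and 2; E7.5 Exe 1, 6 and 2; E7.5 Epi 1, 2 and 1. For the AG-haESC and SC comparisons, of 10 splits each, they were 1, 1, 1, 1 and 1 for all miRNAs and 1, 5, 8, 1 and 1 for the locus, in the order DKO against WT cells, SC DKO against WT, SC *Dnmt*-null against WT, DKO;*Dnmt*-null against DKO and *Mir*-6KO;*Dnmt*-null against control. With 10 splits, a count of 1 is the smallest possible and cannot exclude chance. In E6.5 Exe against the other mutants, wherever 2 or more of 35 splits did as well, and for the locus in SC DKO and SC *Dnmt*-null embryos, chance stays open.

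Against the library size as the cause of the higher *Dlk1-Dio3* miRNAs in *Dnmt*-null embryos, the median log2 fold change against controls after thinning was 0.58, 0.48, 0.41 and 0.71 in E6.5 Exe, E6.5 Epi, E7.5 Exe and E7.5 Epi. Against 1 abundant miRNA of the locus as the cause of the larger share, the lowest *Dnmt*-null library was still above the highest control library, without the most abundant miRNA of the locus, by 1.81, 5.24, 1.10 and 5.60 percentage points in the same order. A fall of abundant miRNAs outside the locus was not tested as a cause.

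A hypothesis for the fall of *miR-483*, which lies in the *Igf2* gene, is the loss of the methylation imprint of *H19* and *Igf2*. In E7.5 Epi, the *Dnmt*-null libraries had at least 106-fold less *miR-483-3p* and at least 82.8-fold less *miR-483-5p* than controls. Against the library size, the lowest control library still had 215 counts of *miR-483-3p* when thinned to the smallest. If the imprint were the cause, the level would be lower in *Dnmt1*-KO, which the paper reports to lose a germline imprint, than in *Dnmt3a/3b*-DKO embryos. In E7.5 Epi, the log2 fold change between them was -4.97 for the 3p arm (edgeR, adjusted p 2.47e-04), as this requires. It was negative for both arms in every tissue and stage, but did not always pass. In E6.5 Exe, it was -1.01 for 3p and -0.66 for 5p (adjusted p 0.989 each). In E7.5 Exe, it was -1.55 for 3p (adjusted p 0.232) and -2.77 for 5p (adjusted p 4.64e-04). Loss of the imprint as the cause would also leave *miR-483* in place in SC embryos without Dnmts whose *H19* control region is deleted. There, DKO;*Dnmt*-null had 22.7 to 33.3 CPM and *Dnmt*-null 0 to 7.42 CPM, a difference of the means of 24.3 CPM (exact two-sided permutation test, p 0.1, the smallest possible). These values are of the 3p arm, of which each DKO;*Dnmt*-null library had less than every DKO library (60.5, 45.3 and 45.4 CPM). Against DKO, the 5p arm went the other way, with 98.1, 56.5 and 79.2 CPM in DKO;*Dnmt*-null, each above every DKO (33.5, 39.3 and 28.9 CPM) and every *Dnmt*-null library (45.4, 24.2 and 12.4 CPM). WT embryos, which have Dnmts, had 2.96, 0 and 27.1 CPM of 3p and 0, 34.5 and 15.5 CPM of 5p. The DKO;*Dnmt*-null libraries come from another table than the others, so genotype and table cannot be told apart, and the SC embryos do not settle the hypothesis.

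*miR-675-3p*, whose gene is in *H19*, had a log2 fold change of 3.34 in E7.5 Epi *Dnmt*-null against control embryos (adjusted p 0.182). Among miRNAs of other imprinted genes, *miR-296-5p* changed by -1.35 (adjusted p 0.0426) and *miR-335-3p* by -0.54 (adjusted p 0.0388) in E7.5 Epi. *miR-298-3p* in E6.5 Epi (-2.38, adjusted p 0.112) and *miR-335-5p* in E7.5 Exe (-1.16, adjusted p 0.169) passed only on the unadjusted p. Apart from the changes that passed above, no arm of *miR-298*, *miR-335* or *miR-675* passed in any tissue and stage in which it was tested. No explanation was tested for these changes. Of the fits that left out 1 library, *miR-296-5p* no longer passed in 2 of 6, *miR-335-3p* in 3 of 6, *miR-298-3p* in 3 of 8 and *miR-335-5p* in 4 of 8. Without *Dnmt*-null replicate 2, *miR-298-3p* was at -3.97, and without *Dnmt*-null replicate 3, *miR-335-5p* was at -2.12. The 3 libraries of the cell line that the labels do not identify had 4934696, 4122583 and 4652820 counts, of which 0.0921, 0.0941 and 0.0922% were on *Dlk1-Dio3* miRNAs, and 235, 239 and 235 CPM of *miR-127-3p*.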
